# A Comparison of the TempO-Seq S1500+ Platform to RNA-Seq and Microarray Using Rat Liver Mode of Action Samples

**DOI:** 10.3389/fgene.2018.00485

**Published:** 2018-10-30

**Authors:** Pierre R. Bushel, Richard S. Paules, Scott S. Auerbach

**Keywords:** TempO-Seq, S1500+, microarray, RNA-Seq, mode of action, chemicals, toxicants, toxicogenomics

## Abstract

The TempO-Seq^TM^ platform allows for targeted transcriptomic analysis and is currently used by many groups to perform high-throughput gene expression analysis. Herein we performed a comparison of gene expression characteristics measured using 45 purified RNA samples from the livers of rats exposed to chemicals that fall into one of five modes of action (MOAs). These samples have been previously evaluated using Affymetrix^TM^ rat genome 230 2.0 microarrays and Illumina® whole transcriptome RNA-Seq. Comparison of these data with TempO-Seq analysis using the rat S1500+ beta gene set identified clear differences in the platforms related to signal to noise, root mean squared error, and/or sources of variability. Microarray and TempO-Seq captured the most variability in terms of MOA and chemical treatment whereas RNA-Seq had higher noise and larger differences between samples within a MOA. However, analysis of the data by hierarchical clustering, gene subnetwork connectivity and biological process representation of MOA-varying genes revealed that the samples clearly grouped by treatment as opposed to gene expression platform. Overall these findings demonstrate that the results from the TempO-Seq platform are consistent with findings on other more established approaches for measuring the genome-wide transcriptome.

## Introduction

High-throughput transcriptomics (HTT) is increasingly being adopted for screening in chemical and toxicological genomics in part due to advances in technological (i.e., direct from lysate transcriptomics) and greater efficiency (e.g., target screening using sentinel genes; Subramanian et al., 2017). The National Toxicology Program has pursued the development of the S1500+ gene set (Mav et al., 2018) screening platform utilizing the TempO-Seq^TM^ technology from BioSpyder^TM^ (Yeakley et al., 2017). Before there is widespread adoption of a new transcriptomic technology such as the TempO-Seq S1500+ platform, it will be important to establish its performance and degree of reproducibility compared to other more established techniques for gene expression assessment including microarray and whole transcriptome RNA-Seq. In addition to baseline performance issues such as signal to noise and identification of appropriate normalization procedures (Su et al., 2014), it is also critical to determine reproducibility of findings from established legacy platforms particularly in the case where large compendium data such as the Connectivity Map (Lamb et al., 2006) or the Toxicogenomics Project-Genomics Assisted Toxicity Evaluation System (Igarashi et al., 2015) have been generated and serve as means to interpret new findings derived from newer technologies such as TempO-Seq. In addition, it is important for biologists that stand-alone assessments of gene set enrichment yield valid findings consistent with established modes or mechanisms of action and scalability of machine learning classifiers established using older technology (Waters et al., 2010).

To address the absolute and relative performance metrics of the rat S1500+ beta gene set TempO-Seq platform we have measured the transcriptome of identical liver RNA samples from the DrugMatrix database that were used to evaluate the performance of whole transcriptome RNA-Seq compared to microarray toward the SEquence Quality Control (SEQC)/MicroArray Quality Control III (MAQC3) toxicogenomics study in which the transcripts from the latter two platforms were matched for a fair comparison (Gong et al., 2014). The training data set consists of 63 samples measured using TempO-Seq S1500+, Illumina® whole transcriptome RNA-Seq, and Affymetrix^TM^ Rat 230 2.0 microarrays. From the exposures of the rats to the chemicals, five different modes of action (MOAs) in the liver are represented in the samples including orphan nuclear hormone receptors (CAR/PXR) activation, aryl hydrocarbon receptor (AhR) activation, peroxisome proliferator-activated receptor alpha (PPARA) activation, cytotoxicity, and DNA Damage (Table 1). The treatments used vary considerably in their elicited transcriptomic signal (i.e., number of MOA-varying genes) and reveal degrees of distinctiveness in the altered gene sets which is ideal for establishing the level of granularity/resolution by which the technologies produce similarity in their resultant findings. Using the DrugMatrix samples we provide here a systematic comparison of the TempO-Seq technology relative to microarray and whole transcriptome RNA-Seq.

**Table 1:** Chemicals, modes of action, and exposures.

**MOA**	**Chemical**	**Dose (mg/kg body weight)**	**Duration (days)**	**Agent type**
Aryl hydrocarbon receptor (AhR)	3-Methylcholanthrene (3ME)	300	5	Carcinogen
	Leflunomide (LEF)	60	5	Antirheumatic drug
	beta-Naphthoflavone (NAP)	1,500	5	Putative chemopreventive agent
Orphan nuclear hormone receptors (CAR/PXR)	Phenobarbital (PHE)	54	5	Barbiturate drug
	Methimazole (MET)	100	3	Antithyroid drug
	Econazole (ECO)	334	5	Antifungal medication
Cytotoxicity (Cytotox)	Chloroform (CHO)	600	5	Organic compound
	Thioacetamide (THI)	200	5	Carcinogen
	Carbon tetrachloride (CAR)	1,175	7	Solvent for cleaning products, refrigerant
DNA Damage (DNA_Damage)	Aflatoxin B1 (AFL)	0.3	5	Mycotoxin
	Ifosfamide (IFO)	143	3	Chemotherapy drug
	N-Nitrosodimethylamine (NIT)	10	5	Organic compound
Peroxisome proliferator-activated receptor alpha (PPARA)	Pirinixic acid (PIR)	364	5	Hypolipidemic drug
	Bezafibrate (BEZ)	617	7	Hypolipidemic drug
	Nafenopin (NAF)	338	5	Hypolipidemic drug

## Materials and methods

### Samples and exposures

Mode of action (MOA) samples, preparation of them, RNA extraction and microarray and RNA-Seq analyses are as previously described (Wang et al., 2014). Briefly, male Sprague-Dawley rats (aged 6–8 weeks and weighing 200–260 g) were dosed once daily in triplicate for 3, 5, or 7 days, depending on the test chemical, and livers were harvested 24 h after the last dose. Animals were handled in accordance with the United States Department of Agriculture and Code of Federal Regulations Animal Welfare Act (9 CFR Parts 1, 2, and 3). Details on the design and in life portion of these studies can be found elsewhere. For each of the five MOAs there were three test chemicals (Table 1). RNAs from the treated rats were extracted and stored in the National Toxicology Program (NTP) DrugMatrix Frozen Tissue Library.

### Microarray analysis

cRNA was labeled and hybridized to the Affymetrix (Santa Clara, CA, United States) whole genome GeneChip® Rat Genome 230 2.0 Array as previously described (Wang et al., 2014). The arrays were scanned using the GeneChip Scanner 3000 7G and CEL files generated using the GeneChip Operating Software (GCOS). The data was then log_2_ transformed and normalized using the robust multichip average (RMA) algorithm (Irizarry et al., 2003a,b). The transformed/normalized data is available at the DrugMatrix ftp site (ftp://anonftp.niehs.nih.gov/drugmatrix/Affymetrix_data/Normalized_data_by_organ/). Raw data files and processed data in various file formats are available in the Gene Expression Omnibus (GEO) (Edgar et al., 2002; Barrett et al., 2013) under accession number GSE47875.

### RNA-Seq analysis

Poly-A RNA was extracted from each RNA sample, fragmented, adapter ligated and enriched by 15 polymerase chain reaction (PCR) cycles for library generation. The library size distribution was validated on the Agilent Bioanalyzer (Santa Clara, CA, United States) using a DNA 1000 kit. The final library was generated from a band between 200 and 500 bp with a peak at ~260 bp. Using Illumina TruSeq RNA Sample Preparation Kit and SBS Kit v3 (San Diego, CA, United States), samples were prepared for sequencing. Paired-end RNA-Seq cluster generation and sequencing by synthesis was performed using Illumina HiScan or HiSeq 2000 sequencers according to the manufacture's protocol. Depths of 30–130 million of paired 100 bp reads were generated for each sample. Details of the methods are as previously described (Wang et al., 2014). The raw data fastq files are available in the National Center for Biotechnology Information Sequence Read Archive (SRA; Leinonen et al., 2011) under accession number SRP039021.

### Preprocessing of RNA-Seq data

Alignment, quantification and normalization of the RNA-Seq data are as previously described (Wang et al., 2014). Briefly, RNA-Seq reads in fastq files were mapped using the Magic aligner (ftp://ftp.ncbi.nlm.nih.gov/repository/acedb/Software/Magic) to the following references:

- The *Rattus norvegicus* genome build RGSC v3.4
- The RefSeq and AceView 2008 (Thierry-Mieg and Thierry-Mieg, 2006) gene and transcript models, respectively
- Mitochondrial genes
- rRNA genes (manually constructed from multiple GenBank accessions, in the absence of RefSeq)
- External RNA Control Consortium (ERCC) RNA spike in control sequences (National Institute of Standards and Technology, Gaithersburg, MD, United States)
- A control genome constructed by complementing the *R. norvegicus* genome bases (i.e., exchange A:T and G:C), but not reversing the order. As such, the control genome has exactly the same composition as the reference genome but alignments to it are false positives and removed

No mismatch is reported closer than 8 bases to the edge of the aligned segment. Reads mapping to several alternative transcripts of the same gene are retained but counted only once. The read count for each transcript per sample was transformed and normalized as follows:

$$\text{Index}=log_{2}\left(Z+\;\sqrt{\left(4+Z^{2}\right)}\;\right)-1$$

Where *Z* $=10^{12}\left(\frac{n}{NL}\right)$, *n* is the read count of the transcript, *N* is the read depth for the sample and *L* is the length of the transcript. For transcripts that are not highly expressed (<3 read counts) the Index was imputed with 5.0. The preprocessed data (not imputed) is available in GEO under accession number GSE55347.

To match AceView transcripts from the RNA-Seq platform to probe sets on the Affymetrix microarray, each transcript sequence was mapped against the Affymetrix probes from each probe set using the Magic Aligner and allowing for a single-mismatch. Transcripts (*n* = 28, 975) mapping to at least 8 probes within a probe set unambiguously (meaning not mapping to any other probes from other probe sets) are considered a one-to-one match in terms of them being representative of the same transcript probe set. These were then mapped to UniGene (Pontius et al., 2002) cluster IDs (March 30, 2016) for Gene Ontology (GO) biological process (BP) enrichment analysis.

### TempO-Seq analysis

The sequencing library for the rat liver RNA samples (identical samples employed for RNA-Seq in the previously published SEQC toxicogenomics study Wang et al., 2014) was prepared by BioSpyder Technologies, Inc. (Carlsbad, CA, United States) according to their protocol guidelines. One microliter of each RNA sample (500–660 ng/uL) was hybridized with the S1500+ beta detector oligo pool mix (2 μl per sample) using the following thermocycler settings: 10 min at 70°C, followed by gradual decrease to 45°C over 49 min, and ending with 45°C for 1 min. Hybridization was followed by nuclease digestion (24 μl nuclease mix addition followed by 90 min at 37°C), ligation (24 μl ligation mix addition followed by 60 min at 37°C), then heat denaturation (at 80°C for 30 min). Ten microliters of each ligation product were then transferred to a 96-well PCR amplification microplate that also contained 10 μl of PCR mix per well. Through amplification well-specific, “barcoded” primer pairs were introduced to templates. Five microliters of the PCR amplification products from each well were then pooled into a single sequencing library. The TempO-Seq library was then processed with a PCR clean-up kit (Machery-Nagel, Mountain View, CA, United States) prior to sequencing. Sequencing was performed using a 50 cycle single-end read flow cell on a NextSeq 550 Sequencing System (Illumina, San Diego, CA, United States). Processing of sequencing data was conducted using Illumina's BCL2FASTQ software employing default parameter settings. Sequencing data were demultiplexed to generate fastq files and passed through internal quality controls. fastq files were analyzed using the TempO-SeqR software package (BioSpyder Technologies, Inc., Carlsbad, CA, United States). The raw data fastq files are available in the SRA under accession number SRP158667. The TempO-SeqR package maps reads from the fastq file using the Bowtie2-2.1.0 algorithm (Langmead et al., 2009) to a subset of the rat transcriptome (Refseq release 70 downloaded July 23rd 2015) reflecting the 50 nt sequences targeted by the detector oligos. Indels were not allowed, up to 2 base pair mismatches were allowed and multimapping of sequence reads was not allowed. The output of the TempO-SeqR package was a table of counts with each column representing a sample and each row representing a gene generated using the QuasR v1.8.4 Bioconductor package (Gaidatzis et al., 2015). The count data matrix is available in GEO under accession number GSE118956. Gene symbols were mapped to UniGene cluster IDs (June 6, 2015).

### Preprocessing of TempO-Seq data

Of the 2,284 genes targeted in the rat S1500+ beta gene set (NTP Tox21 S1500 Webpage: https://ntp.niehs.nih.gov/results/tox21/researchphases/index.html), those with a total read count ≤214 across all the samples were removed leaving 2,055 genes. The counts per gene were normalized to counts per million (CPM) by dividing it by the total read count per sample and multiply by 10^6^. The CPM normalized data was then transformed with log_2_ using an offset of 1.

### Log_2_ ratio values generation

For each gene/transcript in a data set, the average of the log_2_ normalized data for the control samples were subtracted from the log_2_ normalized data of each gene/transcript within a sample matched according to nutritional status of the vehicle (i.e., corn oil vs. other non-nutritive vehicles).

### Principal variance component analysis

Principal Variance Components Analysis (PVCA; Li et al., 2009) combines the use of principal component analysis (PCA) with variance components analysis (VCA) through mixed linear modeling of gene expression data with random effect terms that account for variation related to factors in the experimental design. The variance of each random effect is called a variance component. Briefly, given a general linear model where y = Xβ + e and y denotes gene expression observations, X is the design matrix, β is the known fixed effects parameter vector and e is the unexplained variation. However, if the experimental design contains random factor levels, the model becomes a mixed effect linear model y = Xβ + Zu + e, where in addition to the terms denoted in a fixed effect model, Z is the design matrix for random effects, u is the vector of unknown random-effect parameters, and e is the unobserved vector of independent and identically distributed (iid) Gaussian random errors.

Given that the variance of y is **V=ZGZ'** + **R**, **V** can be modeled by setting up the random effects design matrix **Z** and by specifying the variance-covariance structure for **G** and **R**. In usual variance component models, **G** is a diagonal matrix with variance components on the diagonal, each replicated along the diagonal corresponding to the design matrix **Z**. **R** is simply the residual variance component times the n x n identity matrix. Thus, the goal becomes finding a reasonable estimate of **G** and **R**. The method of restricted maximum likelihood (REML) is the standard procedure to accomplish this and was specified in the **lmer** function of the lme4 R package (R Development Core Team, 2012) for fitting linear mixed effects models (Bates et al., 2015).

The following steps comprise of PVCA:

- From a PxN (genes by samples) matrix of log_2_ ratio values, obtain the NxN correlation matrix
- Perform PCA on the correlation matrix to obtain eigenvalues
- Determine the first K principal components (PCs) to explain ≥58.76% of the variation in the data
- Fit all factors as random effects in a mixed linear model using the K PCs and REML to obtain unbiased estimates of variance
- Standardize the variance component estimates from the model
- Compute weighted proportions of the standardized variance component estimates. Here the weights are the proportions of variation explained by the PCs
- Compute weighted average proportions of the standardize variance component estimates by averaging model effects according to the proportion of total variance across all estimates including the residual

### Root mean squared distance

Root mean squared distance (RMSD) is a measure of the gene expression distance between pairs of biological replicates (Wang et al., 2014). The gene expression distance between biological replicates *x* and y is

$$RMSD_{xy}=\sqrt{\frac{\sum_{i=1}^{N}{\left(I_{ix}-I_{iy}\right)}^{2}}{N}}$$

where *I* is the log_2_ gene expression ratio of *i*th gene/transcript in the corresponding biological replicate, and *N* is the number of genes/transcripts on the gene expression platform. For each chemical, there are three biological replicates and for each MOA there are three chemicals. The pairwise RMSD measures (*n* = 36) between treated rats within a MOA were averaged. This MOA-RMSD can be interpreted as a measure of the difference among the chemicals within a MOA. To compare the three gene expression platforms, the five MOA-RMSD measures were averaged to give a Platform-RMSD.

### Mode of action ANOVA

To obtain genes from each platform that vary significantly by MOA, we modeled the gene expression data with a MOA analysis of variance (MOA-ANOVA)

$$\begin{array}{l} Y_{ijkl}=\mu +M_{i}+R_{j}+C{\left(M^{*}R\right)}_{ijk}+\varepsilon_{ijkl} \end{array}$$

where *Y*_*ijkl*_ represents the *l*th log_2_ ratio gene expression observation on the *i*th MOA (M), *j*th route (R) and *k*th chemical (C). μ is the grand mean for the whole experiment and ε_*ijkl*_ represents the random error. The errors are assumed to be normally and independently distributed with mean 0 and standard deviation δ for all measurements. Chemical is a random effect. Multiple testing correction was controlled at a false discovery rate (FDR) of 0.05 (Benjamini and Hochberg, 1995).

### Gene expression profile signal to noise

Let us denote each gene expression log_2_ ratio as *g*_*ij*_ where *i* indicates a MOA inter-group index from 1 to *m, j* is the MOA intra-group index from 1 to *n*_*i*_, *m* is the number of MOAs and *n*_*i*_ is the number of chemicals in *i*^th^ MOA inter-group. To evaluate a gene expression profile within a MOA, we calculate each MOA intra-group average $\bar{g_{i}}$ and sample variance ${s_{i}}^{2}$. We define a gene expression profile's signal as

$$S=\left\{\begin{array}{l} \;\max\left\{{\bar{g}}_{i}\right\},if\min\left\{{\bar{g}}_{i}\right\}\;>\;0\\ \;-\min\left\{{\bar{g}}_{i}\right\},elseif\max\left\{{\bar{g}}_{i}\right\}\;<\;0\\ \;\max\left\{{\bar{g}}_{i}\right\}-\min\left\{{\bar{g}}_{i}\right\}\;otherwise \end{array}\right\}$$

where 1 ≤ *i* ≤ *m*.

We then define a gene expression profile's noise as the square-root of the pooled variance

$$N=\sqrt{\frac{\sum_{i}^{m}\left[(n_{i}-1)\cdot s_{i}^{2}\right]}{\sum_{i}^{m}\left(n_{i}-1\right)}\sum_{i}^{m}\frac{1}{n_{i}}}$$

where the sample variance

$$s_{i}^{2}=\frac{\sum_{j}^{n_{i}}{\left(g_{ij}-{\bar{g}}_{i}\right)}^{2}}{n_{i}-1}.$$

From *S* and *N*, we define a gene expression profile's signal-to-noise ratio as *SNR* = *S/N*. We use Extracting Patterns and Identifying co-Expressed Genes (EPIG; Chou et al., 2007) to (1) obtain a gene expression profile's SNR statistics and (2) cluster gene expression profiles into significant (*p* < E10^−4^) co-expression patterns.

### Gene ontology subtrees to tag and annotate genes within a set

To compare each platform in terms of enrichment of the genes that vary by MOA, we used GO subtrees to tag and annotate genes (goSTAG) within a set (Bennett and Bushel, 2017). Briefly, for each list of genes that vary by MOA at FDR < 0.01, the gene symbols were mapped to the GO BPs of the genes they represent using version 3.4 of the GO database and the rat2302 database. The 1.01 version of the “goSTAG” Bioconductor package in R was used to perform enrichment of GO BP terms, clustering and subtree generation. The union of the enriched GO BP terms from all of the DEGs lists yielded 203 terms. BP terms which were not significant had missing *p*-values and were imputed with 1.0. –Log_10_ *p*-values, a min of 5 genes per GO BP, FDR < 0.05, Pearson correlation similarity metric and Ward algorithm for clustering, cluster slicing using correlation (*r*) of 0.1 and a minimum of 5 GO BP terms per cluster for subtree generation were used as input and parameters. Clusters (those with a 1– *r* ≥ 0.9) of GO BP terms (*n* ≥ 5) were labeled according to the node having the maximum number of paths to it within the GO BP subtree directed acyclic graph derived from the terms in the cluster.

## Results

### Study design and exposures

Gene expression analysis has advanced over the past 20+ years. Two main platforms for surveying genome-wide gene expression are microarray and RNA-Seq. Each of these platforms has its advantages and disadvantages (Lowe et al., 2017). The SEQC/MAQC3 consortium evaluated the concordance between Affymetrix microarray and Illumina RNA-Seq using toxicogenomics gene expression data (Wang et al., 2014). We used the SEQC/MAQC3 study design to compare the two aforementioned platforms (with transcripts matched between the two) with the TempO-Seq platform targeting the rat S1500+ beta gene set. As shown in Figure 1, the study design consists of rats exposed in triplicate to 45 chemical or controls whereby three of the chemicals share one of five MOAs: PPARA, CAR/PXR, AhR, cytotoxicity, and DNA damage. 

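For the TempO-Seq part of this design, liver RNA from 63 rats was measured with 1 library per rat, 45 libraries from treated rats and 18 from control rats. In TempO-Seq, a pair of detector oligos is hybridized to each targeted transcript and ligated, and the ligation products are amplified and counted by sequencing. Each of the 15 chemicals was given to 3 rats, so each MOA was represented by 3 chemicals and 9 rats. Doses ranged from 0.3 mg/kg for AFL to 1500 mg/kg for NAP. THI and NIT were given intraperitoneally and the other 13 chemicals by oral gavage. The controls were 12 rats given saline, a non-nutritive vehicle, and 6 rats given corn oil, the nutritive vehicle. The 6 chemicals given in corn oil were BEZ, CAR, CHL, ECO, LEF and NAF, and the other 9 chemicals were matched to the saline controls. Of these, 3ME, NAP, AFL and PIR were given in the vehicle labelled CMC, and MET and PHE in water. No control was given CMC or water, so these chemicals had no control in their own vehicle. The sample labels give some controls a duration of 1 day, and 6 of the 12 saline controls carry the intraperitoneal route in their titles. The authors deposited raw read counts per targeted gene, which they made by aligning the reads to the targeted sequences without normalization. A gene without a read in a library is not listed for that library, and its count was taken as 0, which concerned 6.67% of the combinations of gene and library. The files list 2248 genes by symbol only, so no chromosome positions are given. The total count per rat ranged from 2311847 to 3791437, with a median of 2928563. Median total counts were 2915149 for AhR, 2837099 for CAR/PXR, 2985639 for cytotoxicity, 2998252 for DNA damage, 2928563 for PPARA, 2942177 for the saline controls and 3033030 for the corn oil controls. At this depth 3 counts, taken as the smallest detectable number, corresponded to between 0.791 and 1.30 CPM. These floors cover counting error only, since amplified reads are not independent molecules. The 10 most abundant genes of a library took between 32.6% and 63.2% of its counts, with a median of 37.2% for PPARA, 42.8% for cytotoxicity and 49.0% for AhR. Rats of the same condition differed by more than counting error in all 126 pairs, with a chi-square per degree of freedom of at least 24.7. Log2 ratios followed the paper's methods: CPM, log2 with an offset of 1, and subtraction of the mean of the controls matched by nutritional status. Changes in counts were tested with edgeR's quasi-likelihood test on TMM-normalized counts, with 1 group per chemical and 2 control groups in the model.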

The chemicals, the MOA that each one represents, exposure doses and durations and the types of agents are listed in Table 1. The doses and durations of the exposures were selected to ensure a maximal transcriptional response. 

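The number of genes whose counts differed from the matched controls measured the size of each chemical's response (edgeR's quasi-likelihood test, adjusted p below 0.05 within a chemical, 3 rats per chemical against 12 saline or 6 corn oil controls). NIT changed 1034 of the 2018 retained genes, 519 higher and 515 lower. The PPARA chemicals NAF, BEZ and PIR changed 978, 826 and 767 genes. Between 693 and 866 genes were changed by LEF, CHL and THI. ECO changed 301 genes, CAR 198, AFL 141 and MET 133. The remaining 4 chemicals changed 15 genes (IFO), 13 genes (PHE), 8 genes (3ME) and 6 genes (NAP). Within an MOA the counts therefore ranged from 6 to 693 for AhR, from 13 to 301 for CAR/PXR, from 198 to 866 for cytotoxicity and from 15 to 1034 for DNA damage. The root mean square of the log2 ratios over genes ranged from 0.507 ± 0.0171 (SD, n = 3) for PHE to 1.29 ± 0.233 (SD, n = 3) for LEF. Leaving out a rat moved the count most for CAR, which changed 634 genes without replicate 3 and 18 genes without replicate 2. When rats were reassigned at random between chemicals and controls within nutritional status and replicate number, 29 of 100 splits gave as many genes as NAP, 19 as many as 3ME, 17 as many as IFO, 14 as many as PHE, 7 as many as CAR and 6 as many as ECO. Such splits can draw rats with large responses to other chemicals, so they cannot tell whether these numbers arose by chance.

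**Figure D1:**
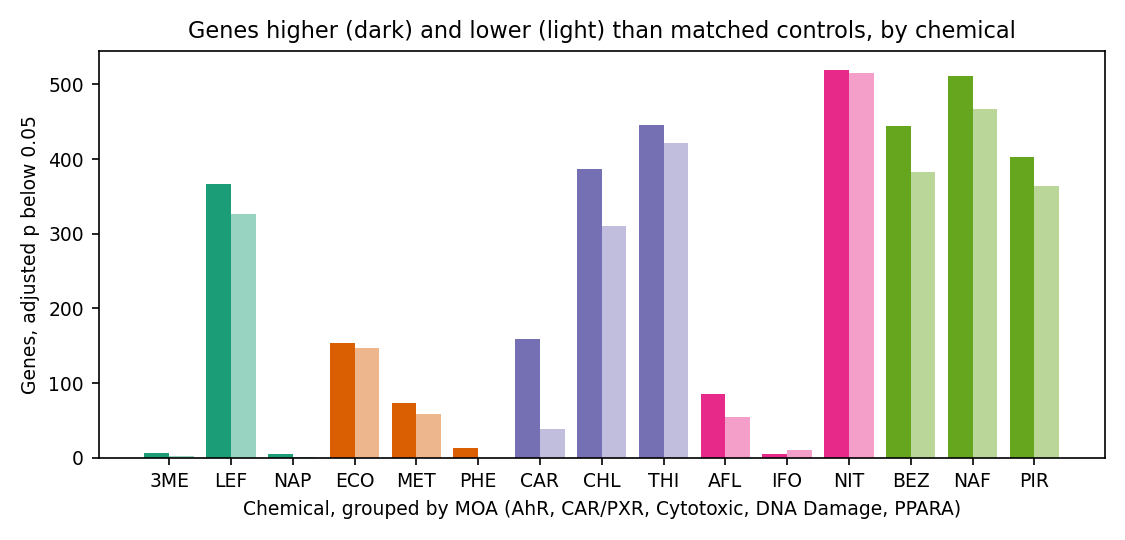
Number of genes (vertical axis, adjusted p below 0.05 from edgeR) higher (dark bars) and lower (light bars) than in the matched controls for each of the 15 chemicals, grouped and colored by MOA. NIT has 519 higher and 515 lower genes, and NAP has 5 higher and 1 lower.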

Animals were dosed once daily for 3, 5, or 7 days, depending on the chemical. Livers were harvested 24 h after the last dose, RNA samples extracted and then prepared for gene expression analysis. We used three statistical strategies and bioinformatics tools to examine GO BPs, metabolic pathways and BP subnetworks for comparison of the three platforms.

**Figure 1:**
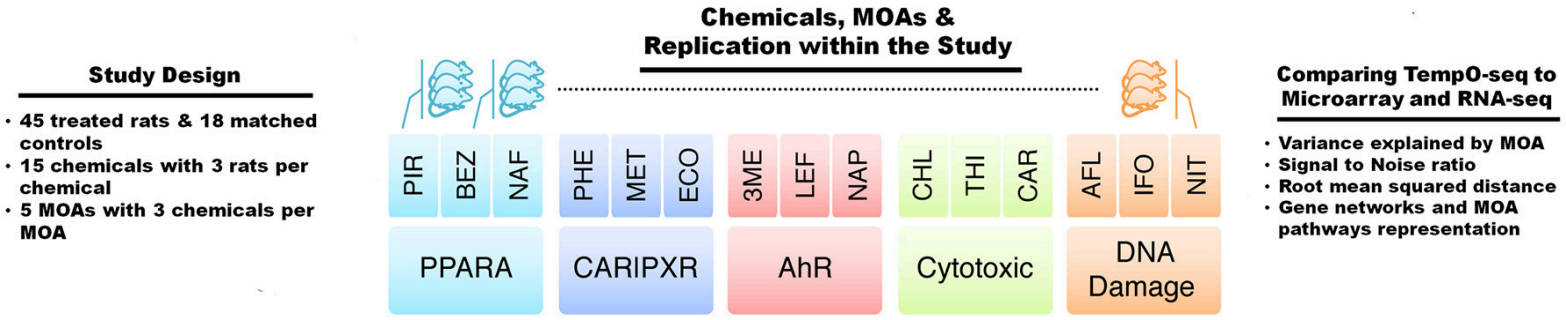
Study design. The study comprised of gene expression data acquired from male Sprague-Dawley rats dosed once daily in triplicate for 3, 5, or 7 days depending on the test chemical or matched control, and livers were harvested 24 h after the last dose. The abbreviations for the names of the chemicals are listed in Table 1. There were five modes of action (MOAs) with three chemicals per MOA. The MOAs are PPARA, peroxisome proliferator-activated receptor alpha; CAR/PXR, orphan nuclear hormone receptors; AhR, aryl hydrocarbon receptor; Cytotoxic, cytotoxicity, and DNA Damage. Comparisons between the data from TempO-Seq to microarray and RNA-Seq were performed by statistical and bioinformatics methodologies.

### Specifications of the platforms

Table 2 details some general specifications of the three gene expression platforms. The Affymetrix rat whole genome microarray with >31,000 gene probe sets uses *in situ* hybridization for interrogation of gene expression. The *de facto* normalization procedure is RMA. The Illumina RNA-Seq next generation HiScan or HiSeq 2000 platforms were used. They measure gene expression by nucleotide chain termination sequencing by synthesis. Although at this time there is no standard approach for bioinformatics analysis of RNA-Seq data, we used the AceView transcriptome gene model and Magic normalization index that performed the best among several bioinformatics pipelines in the SEQC/MAQC3 consortium evaluation (Wang et al., 2014). In addition, 28, 975 transcripts from the two aforementioned platforms were matched bioinformatically (see the Materials and Methods section) to assure a one-to-one mapping. Finally, BioSpyder's rat S1500+ beta TempO-Seq platform differs from RNA-Seq in that it uses templated oligonucleotides representative of >2,200 Refseq genes to sequence captured RNA templates. 

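Of the 2248 genes listed in at least 1 of the 63 count files, 2018 had a total count above 214 and were retained, and 230 were removed. The retained genes held 99.99% of all counts, and 1797 genes were listed in every file. The retained gene with the lowest total had 217 counts, and the removed gene with the highest total had 212. With the total taken over the 45 treated rats alone, 1987 genes were retained. Requiring at least 10 counts in every sample retained 1397 genes, the largest change among the filters tried.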

Filtering by total read counts retained 2,055 genes (see the Materials and Methods section). We used CPM for normalization. The data from all three platforms were log_2_ transformed to make the data more normally distributed.

**Table 2:** Platforms used for comparison.

**Gene expression type**	**Microarray**	**RNA-Seq**	**TempO-Seq**
Platform	Affymetrix whole genome GeneChip Rat Genome 230 2.0	Illumina HiScan & HiSeq 2000	BioSpyder S1500+ Beta
Technology	*In situ* oligonucleotide array	Next generation nucleotide chain termination sequencing by synthesis	Templated oligonucleotide detection
Gene content/gene model	~31,000 gene probe sets	~38,100 AceView transcripts	~2,200 Refseq genes
Normalization	RMA	Magic normalized index	TPM
Transformation	Log_2_	Log_2_	Log_2_

### Variance components of the study design captured by the platforms

The study design contained factors that represents the chemical used for exposure, the MOA of the chemical and the route of the exposure. We performed PVCA on the normalized and log_2_ transformed data from each platform to determine which captured the most variation in gene expression. 

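For TempO-Seq, PVCA was run on the log2 ratios of the 2018 retained genes in the 45 treated rats, with MOA, chemical and route as random effects. The first 5 principal components were needed to pass 58.76% of the variation and held 60.6% of it. The weighted average proportion was 0.378 for MOA, with a jackknife standard error of 0.148 over the 15 chemicals. Chemical accounted for 0.341 (standard error 0.140) and the residual for 0.122 (standard error 0.0631). The difference between the proportions for MOA and chemical was smaller than either error. Adding the replicate number as a replicate block left the proportion for MOA at 0.378. Leaving route out of the model moved the proportion for MOA most, to 0.461. When the 15 chemicals were regrouped at random into 5 sets of 3, the proportion for the sets was below 0.378 in all 99 regroupings, with a median of 0.0710 and a maximum of 0.353.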

As shown in Figure 2, the microarray platform captured slightly more variance related to the chemical used for treatment (0.449), but the TempO-Seq platform captured variation related to the MOA (0.377) slightly more than the other two platforms. It seems that the RNA-Seq platform had more unexplained variation captured as residuals. This was not related to the two different Illumina sequencers used (data not shown). Route showed no difference in the variation captured by the three platforms.

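In the TempO-Seq data route accounted for a proportion of 0.158, with a jackknife standard error of 0.0781 over the 15 chemicals. Intraperitoneal injection was used for THI and NIT only, 6 of the 45 treated rats, and both chemicals had large responses, so route and chemical cannot be told apart for these rats. With route left out of the model, MOA accounted for 0.461, chemical for 0.408 and the residual for 0.131. The proportion for route was 0.213 when only genes with at least 10 counts in every sample were used and 0.142 without replicate 3 of each chemical.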

**Figure 2:**
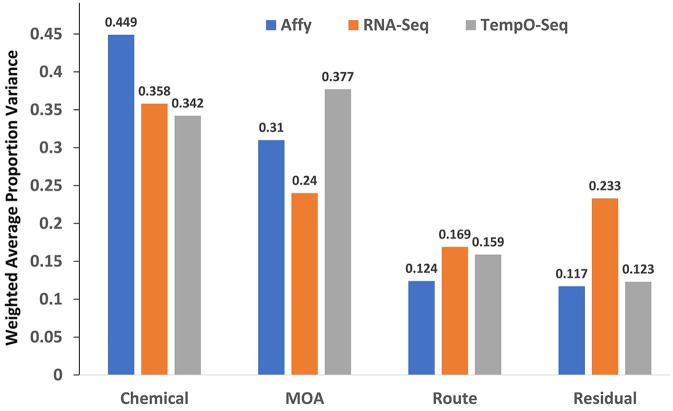
Variance components explained. Shown on the y-axis is the weighted average of the proportion of variance explained by platform for each of the mixed effect linear model terms denoted in the x-axis.

### Expression pattern magnitude of change and signal to noise revealed by each platform

One of the more informative ways to compare gene expression data is to assess the magnitude of change and the SNR of a response. To compare the gene expression from the three platforms, we analyzed the data using EPIG which used magnitude of fold change, correlation and SNR to categorize gene expression profiles into co-expressed patterns (Chou et al., 2007). Shown in Figure 3 is the pattern of gene expression from each platform that had the maximal magnitude of fold change relative to control. The samples were grouped by MOA. Although RNA-Seq had the highest magnitude of fold change (4.47), the noise of the expression profiles that made up the pattern is higher (0.31) than the other two platforms. When all the patterns for each platform were taken into consideration, the average SNR was substantially higher for TempO-Seq than the other two platforms (Table 3). This may be related to the EPIG analysis of the TempO-Seq data yielding only four patterns whereas microarray yielded 17 and RNA-Seq yielded 11 (data not shown).

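For TempO-Seq, the SNR of each gene was averaged over genes, since EPIG's patterns were not rebuilt. Over the 1297 MOA-varying genes the SNR was 3.38 ± 1.66 (mean and SD over genes), with a median of 2.97. A SNR of at least 6 was reached by 65 genes and of at least 9 by 25 genes. Over all 2018 retained genes the mean was 2.77. The paper's definition counts the chemicals in an MOA. Taking the means of 3 chemicals in place of 9 rats as an MOA's group lowered the mean over the MOA-varying genes to 2.51, the largest change among the alternatives.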

**Figure 3:**
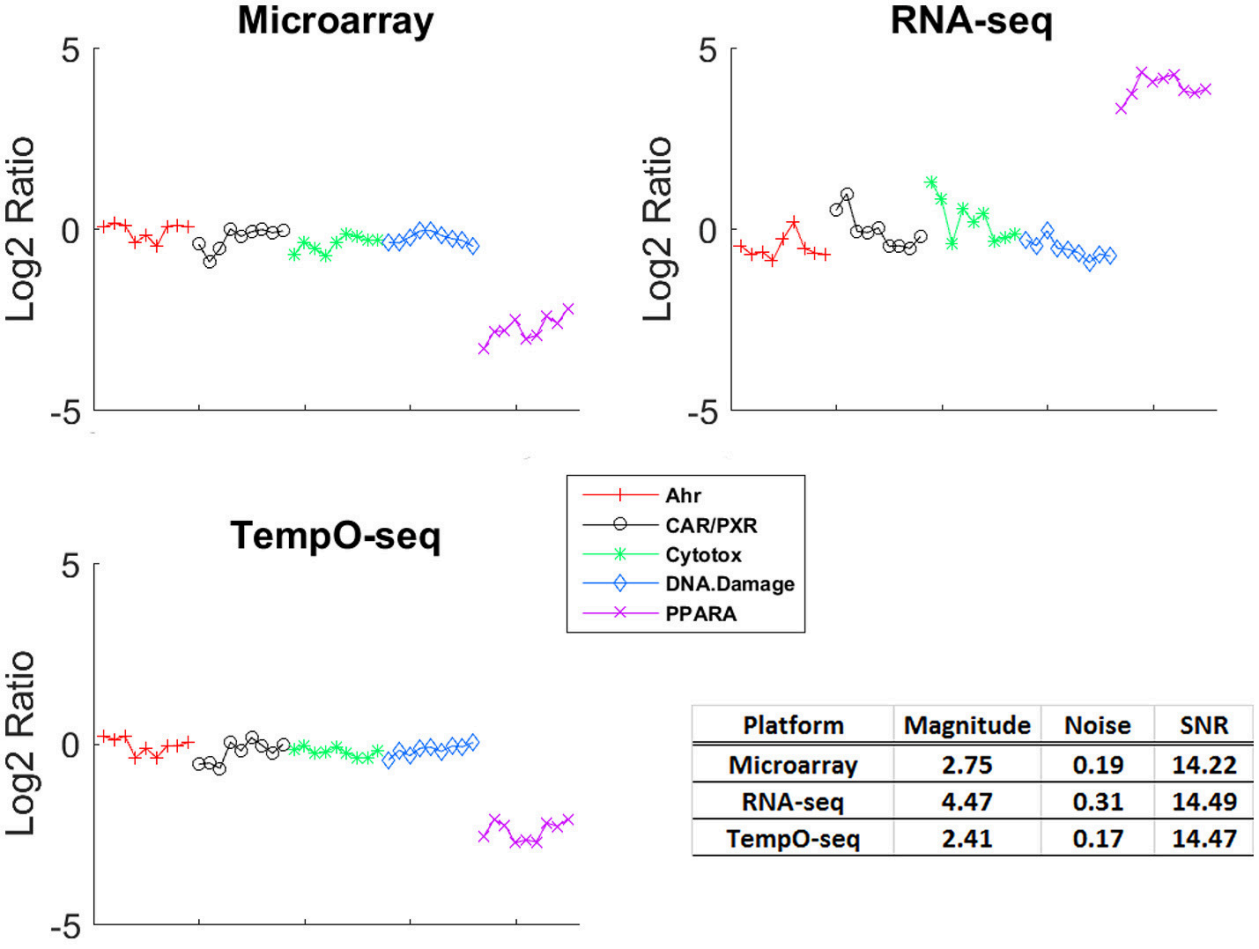
Gene expression patterns with maximal signal to noise. For each platform, the EPIG pattern with the maximal signal to noise ratio (SNR) is shown. The y-axis is the log_2_ ratio of gene expression (treated to the average of the control [matched according to nutritional status of the vehicle]), the x-axis is the samples grouped by MOA (represented by the colors and symbols in the legend). The table inset displays the magnitude of fold change, the noise and the SNR for each of the patterns shown.

**Table 3:** Replication agreement and signal to noise within platform.

**Measure**	**Microarray**	**RNA-Seq**	**TempO-Seq**
Ave. Chemical-RMSD	0.33	0.98	0.71
Platform-RMSD	0.42	1.11	0.93
Average SNR	6.6	6.9	9.14

### Cohesiveness of replicate gene expression by platform

A unique design of the study is that there is replication at the animal level, the chemical level, and the MOA level (Figure 1). We harnessed this feature to assess how well each platform captured similar gene expression between replicates. We used RMSD to assess the gene expression distance between pairs of biological replicates. A smaller measure means the replicates are closer to each other in terms of gene expression. The platform-RMSD is an aggregate (overall average) of the distance between animals treated with a chemical, the chemicals within a MOA and the five MOAs. The average chemical-RMSD is the mean of the RMSDs for each chemical by platform. As shown in Table 3, the Platform-RMSD and average chemical-RMSD were more than 2 times lower for microarray than for the other two platforms. 

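In the TempO-Seq data the average chemical-RMSD over the 2018 retained genes was 0.708 ± 0.225 (SD over 15 chemicals), and the Platform-RMSD was 0.933 ± 0.135 (SD over 5 MOAs). The 3 rats of a chemical were farthest apart for LEF, with a chemical-RMSD of 1.19, CAR with 1.10 and CHL with 0.999, and closest for PHE with 0.519. For CAR, replicates 1 and 2 were 0.576 apart and replicate 3 was 1.37 from them on average. The MOA-RMSD was 1.04 for AhR, 1.03 for cytotoxicity, 1.03 for DNA damage, 0.811 for PPARA and 0.761 for CAR/PXR, each over 36 pairs of rats. Between rats of different chemicals the mean RMSD was 1.01 within an MOA and 1.21 across MOAs. This difference of -0.207 was larger than expected from assigning the MOAs to the 15 chemicals at random (one-sided permutation test, 100000 resamples, p = 0.00031). It is an average over chemicals that differed. Only IFO was farther from its own MOA, at 1.13, than from other MOAs, at 1.06. The gap was widest for the PPARA chemical NAF, at 0.836 against 1.39. The offset before the log2 transformation changed the RMSDs most: the average chemical-RMSD was 0.922 with an offset of 0.1 and 0.478 with an offset of 10.

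**Figure D2:**
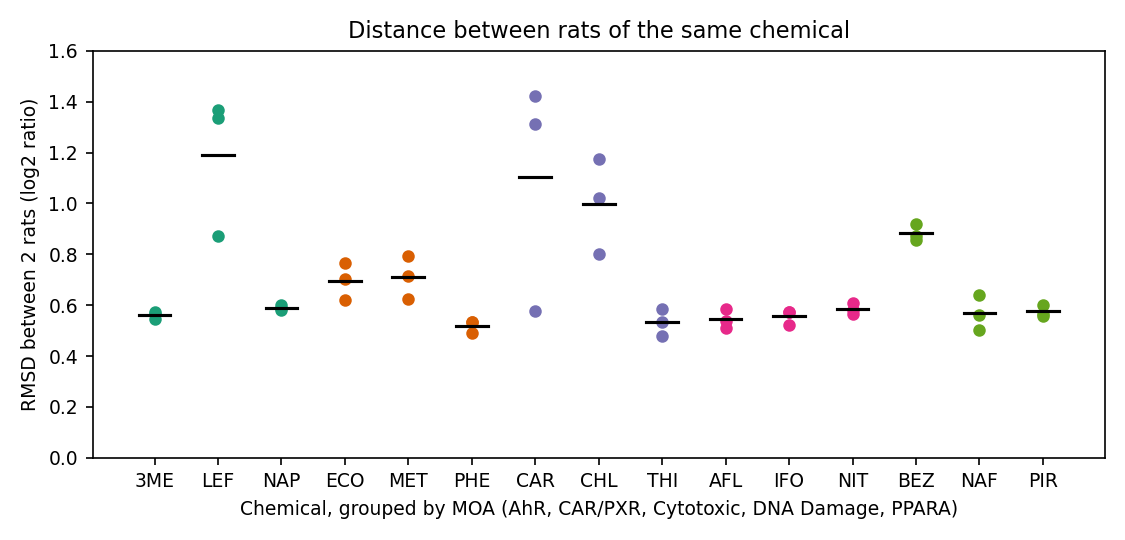
RMSD of the log2 ratios (vertical axis) between each pair of rats given the same chemical (points, 3 pairs per chemical), by chemical and colored by MOA, with the chemical-RMSD as a black line. The pairs of CAR spread from 0.576 to 1.42, and those of PHE from 0.491 to 0.533.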

RNA-Seq had the highest RMSD (1.11 at the platform level and 0.98 at the chemical level) which may be related to the higher noise level seen in the expression pattern for this platform (Figure 3). Despite the relatively noisy RNA-Seq platform, PCA of the gene expression data revealed that RNA-Seq captured a higher percent of the variability (55.5%) in the data than the other two platforms and also projected the samples in 3-dimensional space closer to each other in terms of MOA (Data not shown).

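For TempO-Seq, the first 3 principal components of the gene-centered log2 ratios of all 2018 retained genes held 57.7% of the variability, with 26.1% in the first component. The share was 56.0% when the genes were also standardized, 53.3% with a log2 offset of 0.1 and 63.3% for the genes with at least 10 counts in every sample. In these 3 components, 44.4% of the 45 treated rats lay nearer to the centroid of the other chemicals of their MOA than to the centroid of another MOA.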

### Biological responsiveness by platform

Since three chemicals share a MOA, for each platform we used an ANOVA model with MOA as a main factor to identify genes that vary significantly at an FDR < 0.01. 

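For TempO-Seq, the paper's ANOVA model with MOA, route and chemical was fitted to the log2 ratios of the 45 treated rats, and MOA was tested against the residual between rats. At an FDR below 0.01, 1297 of the 2018 retained genes varied by MOA, or 64.3%. The count-based test in edgeR, of equal mean changes in the 5 MOAs, gave 1283 genes, and 1034 genes were found by both. With the replicate number as a replicate block the numbers were 1292 and 1260. Rats of different chemicals with the same replicate number were not more alike than others, with a mean correlation of -0.0040 over 315 pairs of rats against 0.0020 over 630 pairs with different numbers. Because 3 chemicals share an MOA, a test against the variation between rats also counts genes that differ between the chemicals of an MOA. With chemical as the error term, 147 genes varied by MOA, the largest change among the alternatives, and with the counts of a chemical's rats summed and chemicals as the unit, edgeR gave 127 genes. When the 15 chemicals were regrouped at random into 5 sets of 3, the test against the residual gave a median of 812 genes over 99 regroupings, with a maximum of 1319. With chemical as the error term the median was 0 genes and the maximum 68. In simulated counts where 200 genes differed between chemicals and not between MOAs, 75.5% of them were called against the residual and 0 with chemical as the error term. When 200 genes were changed by 1.5 on the log2 scale in all PPARA rats alike and in no others, 86.0% and 64.5% were called. Chemicals of an MOA did not differ in that simulation, so it cannot tell what share would be called where they do.

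**Figure D3:**
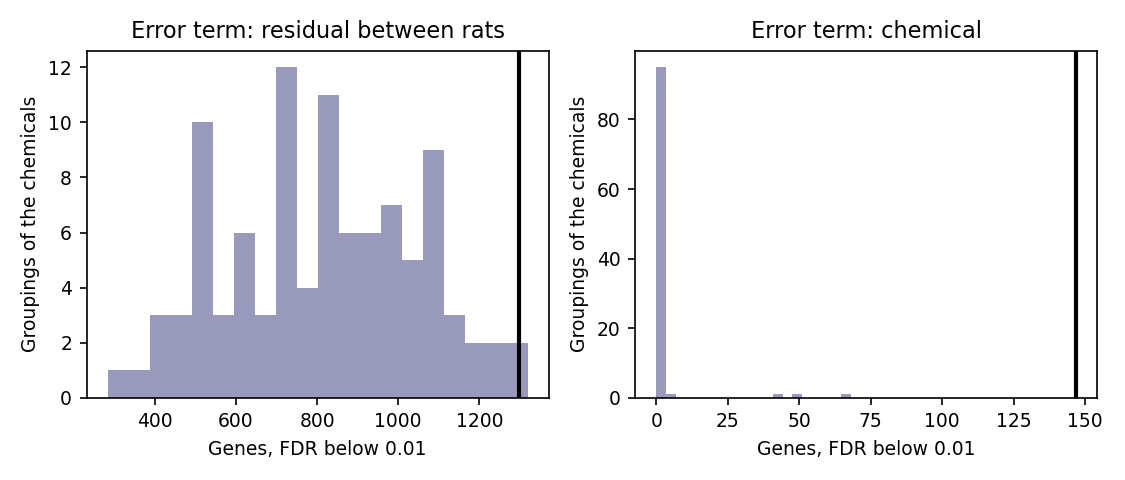
Number of groupings of the 15 chemicals into 5 sets of 3 (vertical axis) by the number of genes that varied between the sets at an FDR below 0.01 (horizontal axis), with the residual between rats (left) or chemical (right) as the error term. Bars are 99 random regroupings and the black line is the grouping by MOA, at 1297 genes on the left and 147 genes on the right.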

For microarray, RNA-Seq and TempO-Seq, 9,499 probe sets, 7,217 transcripts and 1,366 genes were detected as varying, respectively (Supplemental Table 1). These genes should drive the clustering of the gene expression data by MOA. 

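The genes with the largest changes in each MOA were taken among those with an adjusted p below 0.01 from edgeR and a log2 ratio of the same sign in all 9 rats, which were 724 genes for PPARA, 148 for cytotoxicity, 115 for CAR/PXR, 42 for DNA damage and 34 for AhR. The largest rise with PPARA chemicals was in ACOT1, with a log2 change of 11.12 (standard error 0.99, adjusted p = 4.7e-13), from 7.95 ± 18.3 CPM (SD, n = 12) in the saline controls and 0.372 ± 0.431 CPM (SD, n = 6) in the corn oil controls to 2966 ± 825 CPM (SD, n = 9). The largest fall with PPARA chemicals was in APOA4, with a log2 change of -6.84 (standard error 0.34, adjusted p = 1.9e-22). With AhR chemicals CYP1A2 rose most, by 4.07 (standard error 0.18, adjusted p = 2.4e-24), to between 3.41 and 5.40 in the 9 rats. CYP1A1 rose by 7.95 on average (standard error 0.54, adjusted p = 1.9e-16), in 8 of 9 rats. Its log2 ratio was 7.89 for LEF, 4.49 for NAP and 1.49 for 3ME, from control levels below that of 3 counts. ALOX15 fell most with AhR chemicals, with a log2 change of -3.58 (adjusted p = 7.9e-05), although its difference between the 5 MOAs had an adjusted p = 0.0409. Its log2 ratio was -3.99 for LEF, -0.73 for 3ME and -0.37 for NAP, so most of the fall came from LEF. It was also -3.39 for the DNA damage chemical IFO. ABCC3 rose most both with CAR/PXR chemicals, by 4.04 (standard error 0.25, adjusted p = 1.1e-17), and with cytotoxic chemicals, by 3.34 (standard error 0.30, adjusted p = 2.2e-12). STAC3 had the largest fall with CAR/PXR chemicals, with a log2 change of -3.85 (adjusted p = 0.000242). Its log2 ratio was -7.05 for ECO, -2.34 for MET and -2.17 for PHE. STAC3 fell further with some chemicals of other MOAs, such as THI with -7.66, but not with 3ME (0.63) or NAP (0.23). NOX4 fell most with cytotoxic chemicals, with a log2 change of -4.13 (adjusted p = 8.1e-09), although it fell little in CAR replicate 3, with a log2 ratio of -0.30. ABCB1B rose most with DNA damage chemicals, by 5.79 (standard error 0.51, adjusted p = 1.2e-12), and its log2 ratio was also 6.75 for THI and 6.25 for CHL. The largest fall with DNA damage chemicals was in ACOT1, with a log2 change of -5.17 (adjusted p = 0.00403). This fall may rest on 2 of the 12 saline controls: the mean log2 ratio was -0.92 to the mean of the controls and -0.10 to their median.

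Of the markers chosen for DNA damage before the counts were examined, MDM2 rose with DNA damage chemicals in 9 of 9 rats, by 1.48 (standard error 0.12, adjusted p = 7.9e-13), and its log2 ratio was 2.79 for the cytotoxic chemical THI. CDKN1A rose in 7 of the 9 rats, by 2.19 (adjusted p = 4.9e-06), with log2 ratios of 4.25 for AFL, 3.16 for NIT and -0.01 for IFO. Its log2 ratio was also 4.08 for the cytotoxic chemical THI. HMOX1 rose with cytotoxic chemicals in 9 of 9 rats, by 1.14 (adjusted p = 8.0e-06), but did not differ between the 5 MOAs (adjusted p = 0.763), and its largest log2 ratio was 4.11 for NIT. ATF3 rose with cytotoxic chemicals in 6 of 9 rats, by 2.10 (adjusted p = 0.00333), and no longer had an adjusted p below 0.01 with a replicate block (adjusted p = 0.0135). Its log2 ratio was 5.25 for THI, 0.97 for CAR and 0.38 for CHL, and its largest was 5.81 for the DNA damage chemical AFL. The markers chosen for CAR/PXR, CYP2B1 and CYP3A23/3A1, and CYP4A1 for PPARA were not among the listed genes.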

As shown in Figures 4, 5, respectively, PCA and 2-dimensional hierarchical clustering of the data from each platform by their MOA varying genes was reasonably good. However, each platform had at least two MOAs with a chemical that didn't cluster with its respective MOA chemicals. 

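In the PCA of the 1297 TempO-Seq genes that varied by MOA, the first 3 components held 33.9%, 18.3% and 13.8% of the variability, 66.0% together. In these components 24 of the 45 treated rats, or 53.3%, lay nearer to the centroid of the other 2 chemicals of their MOA than to that of another MOA, among them all 9 rats given PPARA chemicals. With 10 components the number was 28 of 45. Hierarchical clustering with standardized genes, cosine similarity and the Ward criterion was cut into 5 clusters, each matched to 1 MOA. The cluster matched to their own MOA held 29 of the 45 rats, or 64.4%. This number includes the rats of LEF and ECO, whose clusters were matched to AhR and CAR/PXR but held no other chemical of those MOAs. It also includes the rats of AFL and IFO, whose cluster was matched to DNA damage but held mostly rats of other MOAs. One cluster held all 9 rats given PPARA chemicals and no others. Another cluster held the rats given CHL, THI and NIT and replicates 1 and 2 of CAR. The 3 rats of ECO formed a cluster of their own, and the 3 rats of LEF shared one with replicate 2 of MET. The last cluster held the rats given 3ME, NAP, PHE, AFL and IFO with replicates 1 and 3 of MET and replicate 3 of CAR. Without standardizing the genes, 77.8% of the rats were in the cluster of their MOA, the largest change among the alternatives. The nearest rat was of the same chemical for 36 of the 45 rats, and the nearest rat of another chemical shared the MOA for 26. The paper describes its own PCA and clustering (Figs. 4, 5) as reasonably good for each platform, with exceptions on each.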

For microarray NIT and LEF didn't cluster with DNA damage and AhR MOA chemicals, respectively. For RNA-Seq LEF, ECO and one biological replicate of CAR didn't cluster with AhR, CAR/PXR, and cytotoxicity MOA chemicals, respectively. For TempO-Seq LEF and ECO didn't cluster with Ahr, and CAR/PXR MOA chemicals, respectively. In addition, one biological replicate of MET and CAR and didn't cluster with their biological replicates in the CAR/PXR and cytotoxicity MOA chemicals, respectively.

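In the TempO-Seq data, the rats given LEF were closer to those given MET, with a mean RMSD of 1.28, than to those given any other chemical. Their mean RMSD to rats given the other AhR chemicals was 1.39, against 1.49 to rats of other MOAs. The other 2 AhR chemicals were closest to each other, with a mean RMSD of 0.595, which was about the distance between rats of the same chemical, 0.562 for 3ME and 0.590 for NAP. The mean cosine similarity of LEF rats to rats of 3ME and NAP was 0.166, against 0.525 to one another. For ECO, these values were 0.126 to the rats of MET and PHE and 0.478 to one another. LEF and ECO were the only chemicals of their MOAs given in corn oil and set against the corn oil controls. An effect of the vehicle or of the control group can therefore not be told apart from that of the chemical here. The closest chemical to ECO by RMSD was PHE, at 0.835, against a mean of 0.853 within the MOA and 1.11 to other MOAs. NIT, given intraperitoneally for DNA damage, had a mean cosine similarity of -0.102 to AFL and IFO and 0.862 among its own rats. All 3 NIT rats were in the cluster of cytotoxic chemicals, and their closest chemical was THI, at a mean RMSD of 1.12, which was given by the same route.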

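Among the TempO-Seq samples, replicate 2 of MET clustered with LEF, while replicates 1 and 3 clustered with PHE. Its mean cosine similarity to the other MET rats was 0.461, against 0.601 and 0.587 for replicates 1 and 3, and its nearest rat was MET replicate 1. Replicate 3 of CAR had a mean cosine similarity of -0.523 to the other CAR rats. Its log2 ratios had a root mean square of 0.575, against 1.06 and 1.19 in replicates 1 and 2. Its mean RMSD to the 18 controls was 0.694, within the range of 0.675 to 0.944 of the controls' own mean distances to one another. The log2 ratio of ABCB1B was -0.12 in replicate 3 and 6.41 in the highest CAR rat, and that of ABCC3 was 0.13 and 3.97. The total count of CAR replicate 3 was 2758007, inside the range of the other 62 samples. Without replicate 3 of each chemical, CAR changed 634 genes, against 198 with all 3 rats.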

**Figure 4:**
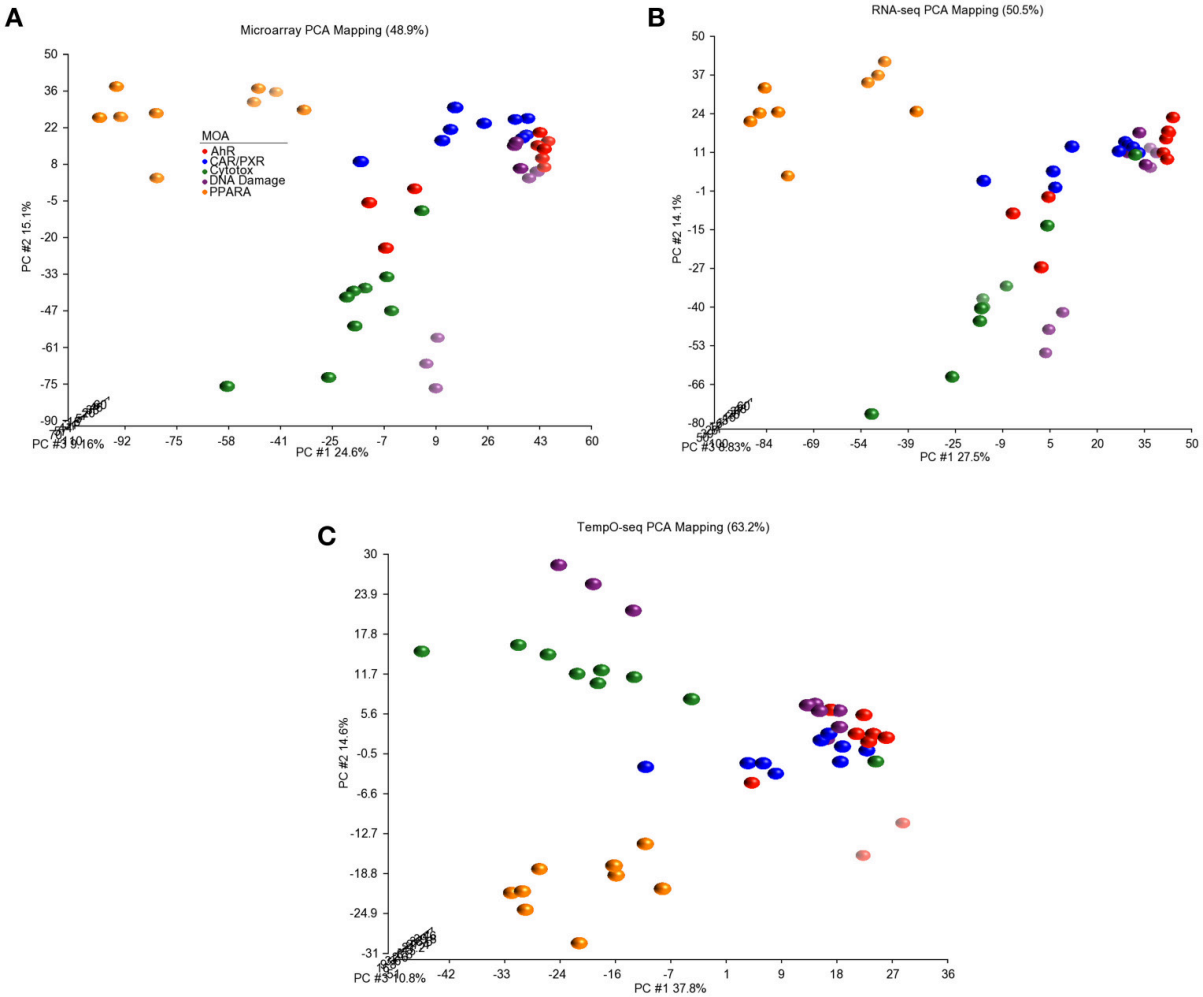
Principal component analysis of the data. **(A)** Microarray. **(B)** RNA-Seq. **(C)** TempO-Seq. PCA performed using the log_2_ ratio expression data (treated to matched control according to nutritional status) of the genes that vary by MOA at FDR < 0.01.

**Figure 5:**
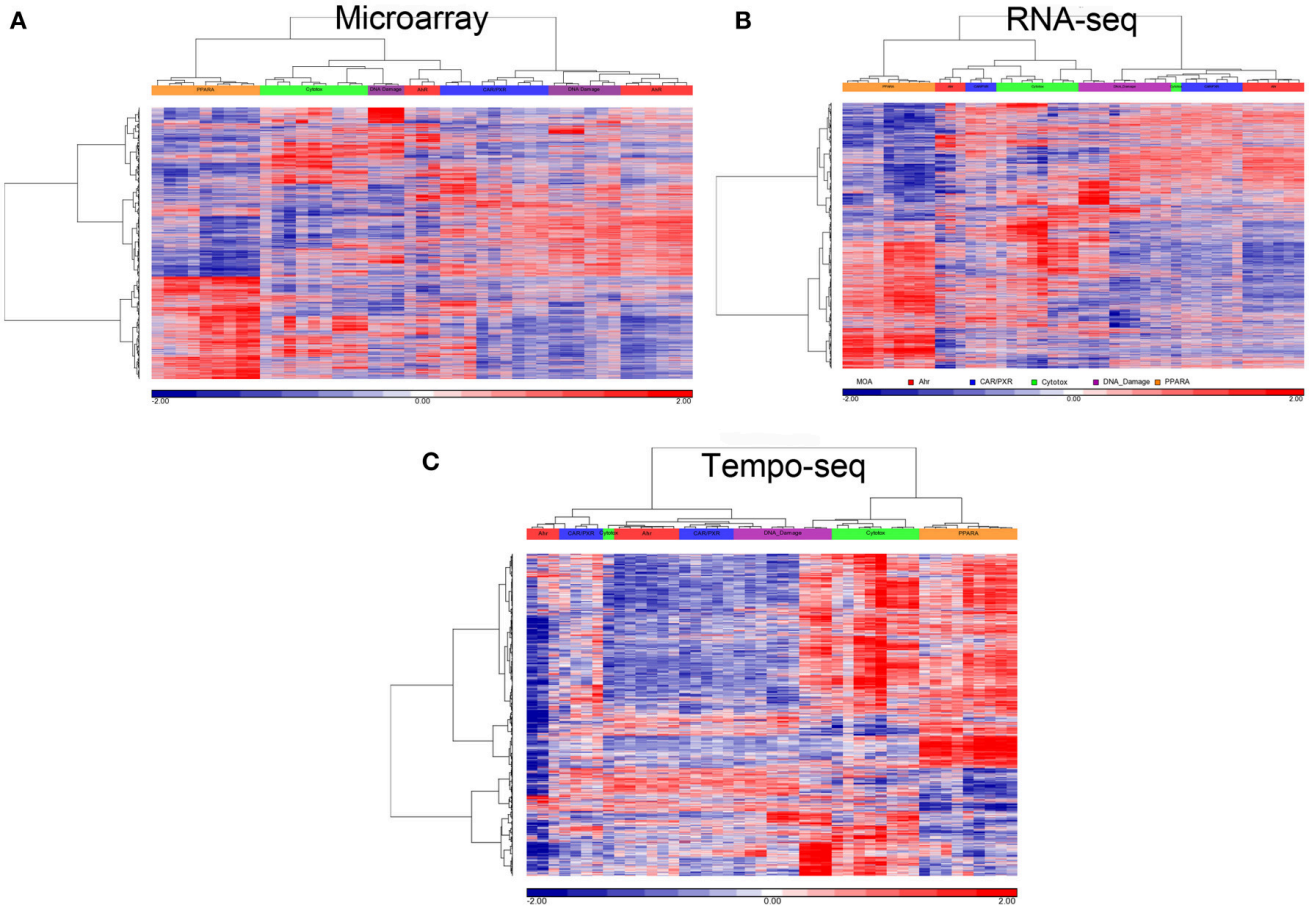
Clustering of data. **(A)** Microarray. **(B)** RNA-Seq. **(C)** TempO-Seq. Clustering performed using the log_2_ ratio expression data (treated to matched control according to nutritional status) of the genes that vary by MOA at FDR < 0.01 with cosine correlation as the similarity metric and the Ward clustering criterion. The data for clustering was standardized to a mean of 0 and standard deviation of 1. Samples' MOA colored as in the legend to Figure 4A.

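The pairs of gene symbol and UniGene cluster ID that could be read in the supplementary tables matched 363 of the 731 common UniGene cluster IDs, or 49.7%, to 373 of the retained TempO-Seq genes. The other common IDs were not used here. Of the 373 matched genes, 355 (95.2%) varied by MOA at an FDR below 0.01 in the TempO-Seq data, against 64.3% of all retained genes. The paper formed the common IDs from genes already found to vary by MOA on each platform, TempO-Seq included. A high share was therefore fixed by the selection. Averaging these 355 genes by UniGene cluster ID gave 346 profiles. The first 3 principal components of these profiles held 75.3% of the variability, with 51.3% in the first. In these components 27 of the 45 treated rats lay nearest to their own MOA, against 24 with all MOA-varying genes. Clustering placed 29 of the 45 rats in the cluster of their MOA, the same number as with all 1297 MOA-varying genes.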

For better cluster resolution, we mapped the MOA varying genes from each platform to UniGene cluster IDs and then compiled the log_2_ ratio data from all three platforms using the 731 UniGene cluster IDs that overlapped (Supplemental Table 2). Genes that were mapped to the same UniGene cluster ID were averaged. As shown in Figure 6A, the clustering of the samples was mostly by MOA except for LEF, AFL and one biological replicate from CAR. PCA of the data captures ~60% of the variation in the data and projected the samples in 3-dimensional space closer to each other in terms of MOA except for LEF and NIT samples from all three platforms (Figure 6B).

**Figure 6:**
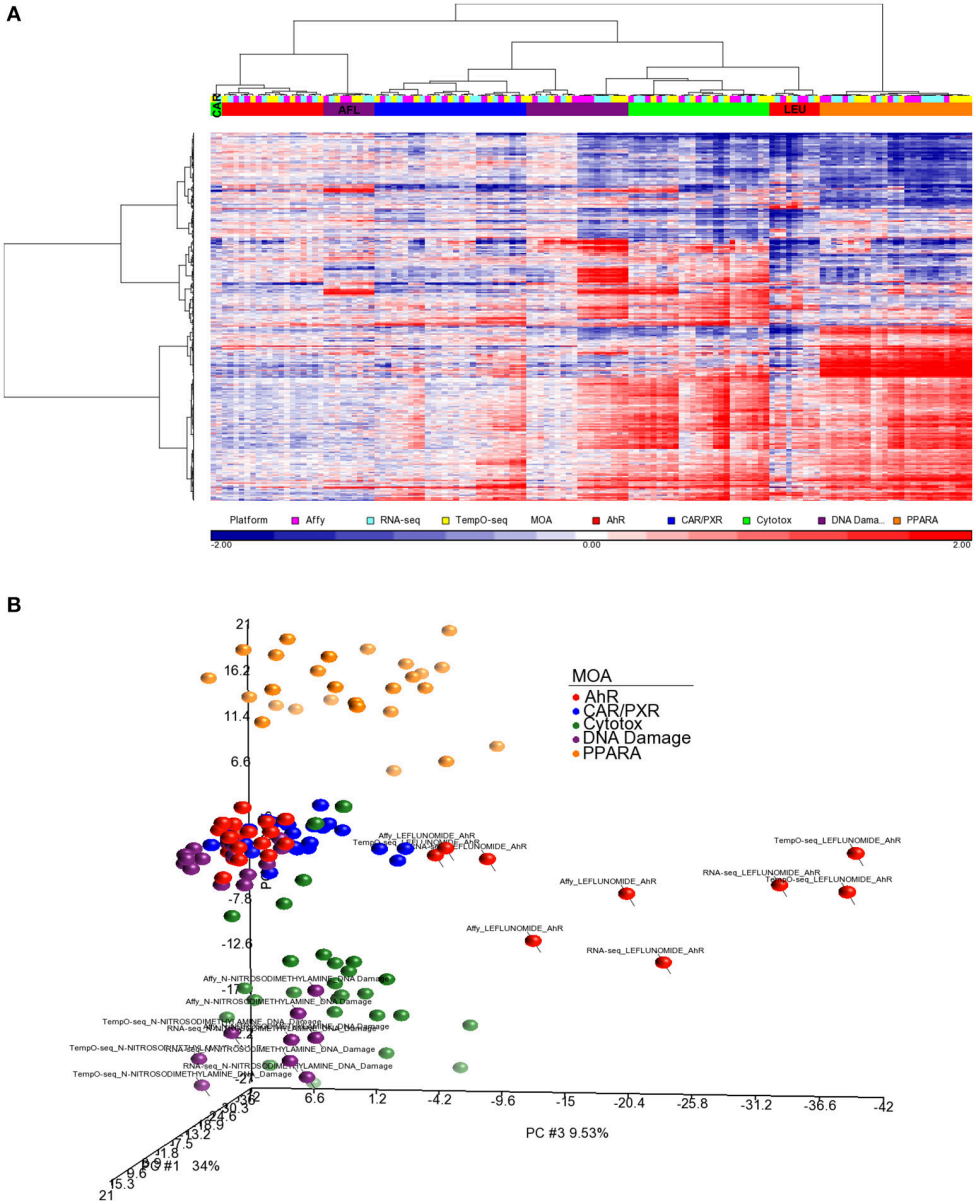
Clustering of the data using a common gene set. **(A)** Hierarchical clustering performed using the log_2_ ratio expression data (treated to matched control according to nutritional status) of the genes that vary by MOA at FDR < 0.01 and map to 731 UniGene cluster IDs that overlap between the three platforms. Genes that were mapped to the same UniGene cluster ID were averaged. The cosine correlation was used as the similarity metric and the Ward clustering criterion for merging clusters. Samples' MOA colored as in the legend to Figure 4A. Platforms are represented by the following colors: pink, Affymetrix; light blue, RNA-Seq; yellow, TempO-Seq. **(B)** PCA of the data used in **(A)**. Principal component (PC) #1 = 34%, PC #2 = 16.6 %, and PC #3 = 9.53.

Enrichment of GO biological processes by the platforms' varying genes yielded 49 significant categories (FDR < 5%) that overlapped (Figure 7A). Microarray had the most enriched categories (*n* = 173), followed by RNA-Seq (*n* = 141), and then TempO-Seq (*n* = 99). Some of the enriched GO biological processes that overlapped related to fatty acid metabolism, apoptosis, liver development, and lipid metabolism (Table 4). As shown in Figure 7B, the correlation of the 49 GO biological processes fold enrichment between the three platforms was very high (*r* > +0.9).

**Figure 7:**
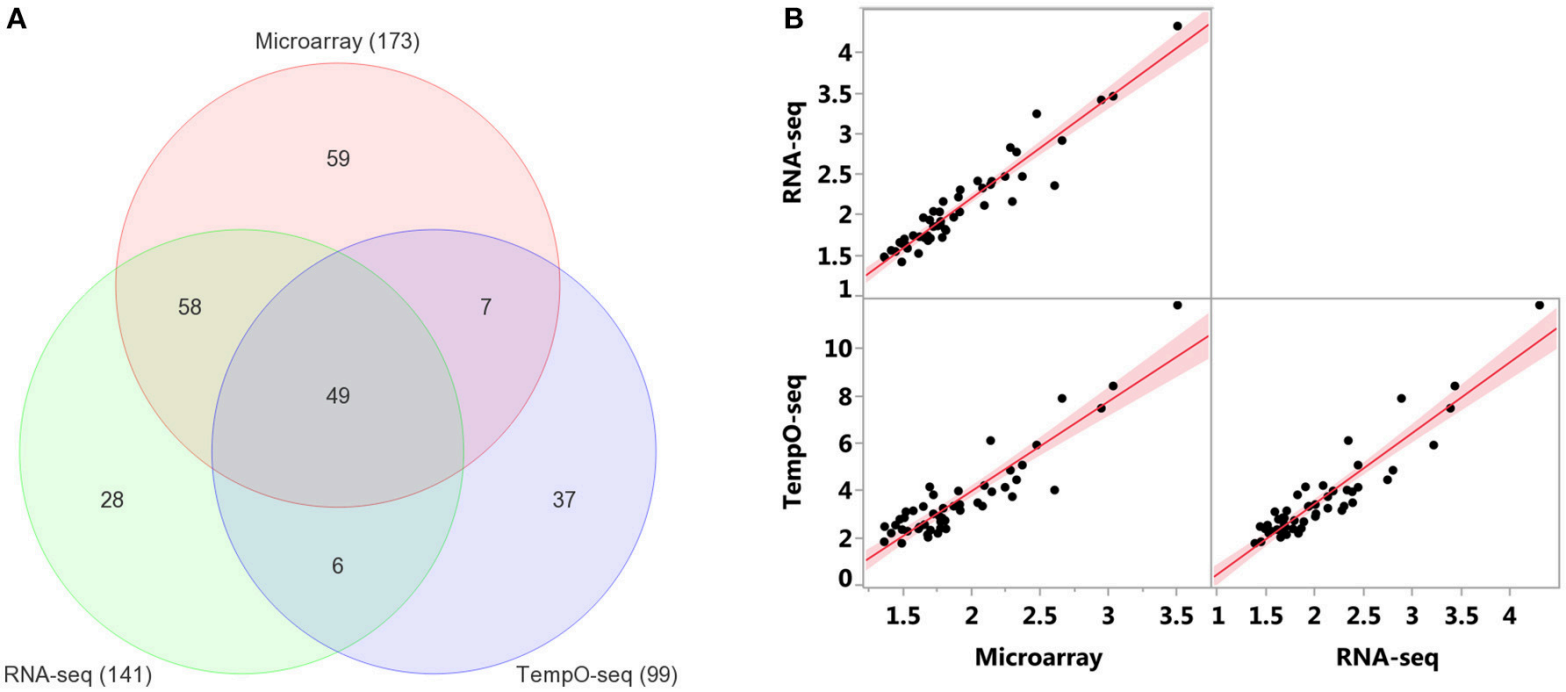
Comparison of enriched GO biological processes (BPs). **(A)** Overlap of enriched GO BPs < FDR 5%. Minimum number of genes = 3 for TempO-Seq and 5 for the other two. **(B)** Pairwise comparison of GO BPs fold enrichment from the 49 categories in common between the three platforms. Red line is the linear fit (regression line) with 95% level confidence boundaries.

**Table 4:** Enriched GO BPs (FDR < 5%) that overlap between platforms^®^.

**GOID**	**GO BP Term**	**Microarray**				**RNA-seq**				**TempO-seq**			
		**Count**	**%**	**Pop Hits**	**FE**	**Count**	**%**	**Pop Hits**	**FE**	**Count**	**%**	**Pop Hits**	**FE**
GO:0001666	Response to hypoxia	119	2.11	270	1.55	99	2.18	270	1.59	39	3.32	270	2.28
GO:0001731	Formation of translation preinitiation complex	17	0.30	24	2.50	18	0.40	24	3.24	9	0.77	24	5.92
GO:0001889	Liver development	85	1.51	145	2.07	81	1.78	145	2.42	32	2.72	145	3.48
GO:0006413	Translational initiation	32	0.57	52	2.17	29	0.64	52	2.41	13	1.11	52	3.95
GO:0006446	Regulation of translational initiation	19	0.34	31	2.16	17	0.37	31	2.37	12	1.02	31	6.11
GO:0006457	Protein folding	57	1.01	112	1.79	49	1.08	112	1.89	17	1.45	112	2.40
GO:0006629	Lipid metabolic process	44	0.78	89	1.74	42	0.93	89	2.04	17	1.45	89	3.01
GO:0006631	Fatty acid metabolic process	33	0.58	60	1.94	32	0.71	60	2.31	12	1.02	60	3.16
GO:0006635	Fatty acid beta-oxidation	35	0.62	46	2.68	31	0.68	46	2.92	23	1.96	46	7.89
GO:0006637	Acyl-coa metabolic process	19	0.34	28	2.39	16	0.35	28	2.47	9	0.77	28	5.07
GO:0006695	Cholesterol biosynthetic process	17	0.30	26	2.30	17	0.37	26	2.83	8	0.68	26	4.86
GO:0006749	Glutathione metabolic process	31	0.55	52	2.10	28	0.62	52	2.33	11	0.94	52	3.34
GO:0006915	Apoptotic process	157	2.78	366	1.51	120	2.64	366	1.42	41	3.49	366	1.77
GO:0006953	Acute-phase response	25	0.44	38	2.32	19	0.42	38	2.16	9	0.77	38	3.74
GO:0006979	Response to oxidative stress	76	1.35	146	1.83	61	1.34	146	1.81	22	1.87	146	2.38
GO:0007568	Aging	150	2.66	315	1.68	125	2.75	315	1.72	51	4.34	315	2.56
GO:0007584	Response to nutrient	69	1.22	137	1.77	59	1.30	137	1.86	19	1.62	137	2.19
GO:0007623	Circadian rhythm	52	0.92	121	1.51	46	1.01	121	1.64	18	1.53	121	2.35
GO:0009636	Response to toxic substance	65	1.15	119	1.92	61	1.34	119	2.22	30	2.55	119	3.98
GO:0009749	Response to glucose	54	0.96	106	1.80	47	1.04	106	1.92	18	1.53	106	2.68
GO:0010033	Response to organic substance	72	1.28	152	1.67	69	1.52	152	1.96	32	2.72	152	3.32
GO:0010243	Response to organonitrogen compound	35	0.62	68	1.81	34	0.75	68	2.16	14	1.19	68	3.25
GO:0014070	Response to organic cyclic compound	138	2.45	272	1.79	128	2.82	272	2.04	50	4.26	272	2.90
GO:0031100	Organ regeneration	45	0.80	91	1.74	39	0.86	91	1.85	22	1.87	91	3.82
GO:0031667	Response to nutrient levels	49	0.87	112	1.54	42	0.93	112	1.62	22	1.87	112	3.10
GO:0032355	Response to estradiol	91	1.61	201	1.60	81	1.78	201	1.74	40	3.40	201	3.14
GO:0032496	Response to lipopolysaccharide	114	2.02	280	1.43	101	2.23	280	1.56	39	3.32	280	2.20
GO:0032869	Cellular response to insulin stimulus	66	1.17	123	1.89	56	1.23	123	1.97	26	2.21	123	3.34
GO:0033539	Fatty acid beta-oxidation using acyl-coa dehydrogenase	16	0.28	19	2.97	15	0.33	19	3.42	9	0.77	19	7.48
GO:0042493	Response to drug	246	4.36	528	1.64	211	4.65	528	1.73	82	6.98	528	2.45
GO:0042542	Response to hydrogen peroxide	40	0.71	78	1.81	31	0.68	78	1.72	14	1.19	78	2.83
GO:0043065	Positive regulation of apoptotic process	133	2.36	338	1.39	115	2.53	338	1.47	53	4.51	338	2.47
GO:0043066	Negative regulation of apoptotic process	203	3.60	517	1.38	177	3.90	517	1.48	60	5.11	517	1.83
GO:0043434	Response to peptide hormone	63	1.12	129	1.72	51	1.12	129	1.71	19	1.62	129	2.32
GO:0045471	Response to ethanol	82	1.45	193	1.50	74	1.63	193	1.66	34	2.89	193	2.78
GO:0046686	Response to cadmium ion	27	0.48	45	2.11	22	0.48	45	2.12	12	1.02	45	4.21
GO:0051289	Protein homotetramerization	37	0.66	76	1.72	34	0.75	76	1.94	20	1.70	76	4.15
GO:0051301	Cell division	83	1.47	179	1.63	63	1.39	179	1.52	27	2.30	179	2.38
GO:0051384	Response to glucocorticoid	69	1.22	133	1.83	56	1.23	133	1.82	23	1.96	133	2.73
GO:0051603	Proteolysis involved in cellular protein catabolic process	28	0.50	51	1.93	24	0.53	51	2.04	11	0.94	51	3.40
GO:0055088	Lipid homeostasis	27	0.48	42	2.27	24	0.53	42	2.47	11	0.94	42	4.13
GO:0055114	Oxidation-reduction process	314	5.56	651	1.70	262	5.77	651	1.74	88	7.49	651	2.13
GO:0070542	Response to fatty acid	26	0.46	39	2.35	25	0.55	39	2.77	11	0.94	39	4.45
GO:0071407	Cellular response to organic cyclic compound	53	0.94	122	1.53	48	1.06	122	1.70	22	1.87	122	2.85
GO:0071456	Cellular response to hypoxia	57	1.01	137	1.47	49	1.08	137	1.55	22	1.87	137	2.53
GO:0097421	Liver regeneration	41	0.73	55	2.63	30	0.66	55	2.36	14	1.19	55	4.02
GO:0098609	Cell-cell adhesion	102	1.81	211	1.70	82	1.81	211	1.68	27	2.30	211	2.02
GO:1904871	Positive regulation of protein localization to Cajal body	8	0.14	8	3.52	8	0.18	8	4.33	6	0.51	8	11.84
GO:1904874	Positive regulation of telomerase RNA localization to Cajal body	13	0.23	15	3.05	12	0.26	15	3.46	8	0.68	15	8.42

® *Universe is 17,535. List totals: Microarray: 4,976; RNA-Seq: 4,053; TempO-Seq: 1,111. Enrichment performed using UniGene cluster IDs and the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8*.

Comparing and contrasting gene set enrichments can be challenging when there are many categories to consider. To more formally compare the three platforms in terms of biology, we used goSTAG to identify subtrees of enriched GO BPs from the MOA varying genes and then find the categories that are shared or differ between platforms. As shown in Figure 8, all three platforms enriched for subtrees that map to fatty acid beta-oxidation and glycine metabolic process. However, TempO-Seq enriched for subtrees that map to negative regulation of ERK1 and ERK2 cascade. RNA-Seq uniquely enriched subtrees that map to ATP metabolic process and microarray exclusively enriched for subtrees that map to positive regulation of glycolytic process.

**Figure 8:**
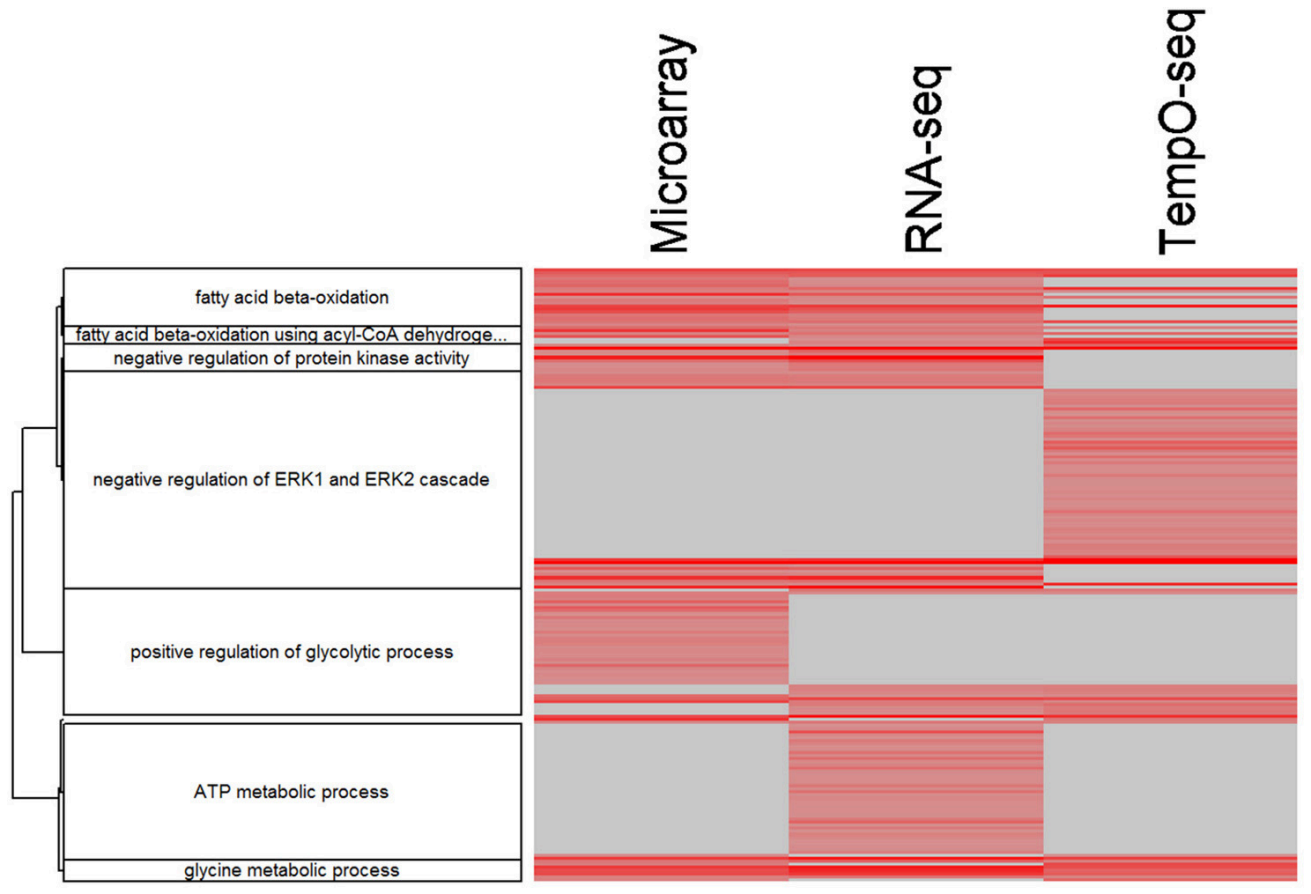
Clustering of enriched GO BPs. goSTAG clustering of 203 enriched GO BPs using 5 genes per category, BH FDR < 0.05, correlation distance (1-Pearson correlation) and Ward clustering, dendrogram threshold = 0.9 and minimum number of GO BP terms per cluster = 5. Data is the –log_10_ *p*-value. The more red the intensity, the more significant the enrichment. Gray indicates that the GO BP term was not enriched significant and thus the *p*-value was imputed with 1.0.

## Discussion

Over the last two decades gene expression analysis has advanced to permit genome-wide transcriptomics. Affymetrix microarray and Illumina RNA-Seq are two platforms that have gained popularity for gene expression analysis. Each has its own advantages and disadvantages but currently, the platform of choice for gene expression analysis seems to be RNA-Seq.

Comparison of the two platforms was performed using liver RNA samples from rats exposed to chemicals that have particular modes of action (MOAs; Wang et al., 2014; Figure 1 and Table 1). We used the microarray and RNA-Seq training data from these samples to compare with the data generated from the samples using the TempO-Seq platform. TempO-Seq is unique in that the platform's gene content (~2,200) consists of bioinformatically curated (Mav et al., 2018) and expert domain-nominated rat genes that represent the totality of biological perturbation space (Table 2). This makes the TempO-Seq platform very appealing for transcriptomics in that (1) sequencing of the RNA is from sample lysates negating the need for library construction which are large sources of variability in RNA-Seq (Su et al., 2014), (2) the sequencing cost is much less than RNA-Seq given the number of targeted templates and pooling of samples in a multiplexed sequencing run allowing for more resources to expand experimental designs, and (3) the data storage is reasonable and the bioinformatics more simplified leading to a quicker turn-around in results and data analysis manageable by a wider group of analysts.

An obvious disadvantage to the TempO-Seq platform is that the gene content is predefined requiring extensive template fabrication and careful probe sequence curation. Furthermore, the targeted sequencing design renders TempO-Seq incapable of discerning novel transcripts. Despite these shortcomings, TempO-Seq performed similarly to microarray and RNA-Seq with respect to analysis of the SEQC/MAQC3 MOA toxicogenomics data. When statistical parameters were used to evaluate the three platforms, TempO-Seq had comparable variance structure related to chemical treatment, MOA and route of administration (Figure 2). Not surprisingly, we observed that RNA-Seq had higher unexplained variance (Figure 2), a larger noise component in expression patterns (Figure 3), and greater error between biological replicates (Table 3). This might be due to the large variation in lowly expressed genes that RNA-Seq detects at high sequencing depths. When the top percentile of expressed genes from RNA-Seq were used to evaluate expression differences between biological replicates, the error was much lower than when additional lower expressed genes were used (Wang et al., 2014). TempO-Seq variation, noise, and error in gene expression was moderate, falling between microarray and RNA-Seq.

Since each transcript profiling platform has different numbers of gene content and annotation, we explored the ability of each to cluster the samples by using the set of genes that vary statistically by MOA. We used an ANOVA model for each data set with chemical, MOA and route as the main effects. For microarray, RNA-Seq and TempO-Seq, 9,499 probe sets, 7,217 transcripts, and 1,366 genes were detected as significantly (FDR < 0.01) varying, respectively (Supplemental Table 1). These MOA-varying genes and those mapped to 731 UniGene cluster IDs (Supplemental Table 2) as a common set were used for cluster analysis. In both cases the clustering of the samples by MOA for each platform was similar in that at most two chemicals from two MOAs were not clustered with their respective MOA chemicals (Figures 5, 6A). In addition, the clustering of the samples by PCA with platform-specific MOA-varying genes mapped to the common UniGene set projected the samples into 3-dimensional space (Figure 6B) representative of the MOAs similar to the outcome when just MOA-varying genes from each platform were used (Figure 4). Hence, it is plausible that the TempO-Seq platform with the reduced gene content set is sufficient to resolve gene expression space elicited by a wide variety of chemical stressors with distinct MOAs. Utilization of the TempO-Seq platform for evaluation of chemicals using gene expression suggests that the platform may gain popularity in biomolecular screening efforts in the near future (Grimm et al., 2016; House et al., 2017).

It has been proven that reproducibility between gene expression is higher when the data are compared on the pathway level than the gene level (Guo et al., 2006; Fan et al., 2010; Wang et al., 2014). We enriched the MOA-varying UniGenes according to GO BPs and revealed that the reduced representation of genes on the TempO-Seq platform had a negligible effect on the overrepresentation (Figure 7 and Table 4). This is in line with the bioinformatics process to select the S1500+ sentinel gene content on the platform using diversity and co-expression importance scores (Mav et al., 2018). These genes were selected to cover >90% of the biological pathway space represented by MSigDB (Subramanian et al., 2005). Yet each platform does appear to have enrichment of unique BPs as depicted in GO subtrees of overrepresented biological categories (Figure 8).

Having another tool for biologists to survey genome-wide gene expression is a luxury for scientific experimentation. With microarray fully matured and easy to analyze, and RNA-Seq flexible to interrogate complex transcriptional machinery, scientists have diverse platforms to investigate biological consequences that regulate gene expression genome-wide. The emerging TempO-Seq platform adds to the genomics tool chest and with comparable performance capabilities to its predecessors, will undoubtedly play a pivotal role in high-throughput screening efforts.

## Author contributions

PB conceptualized the analysis strategy, performed the analyses, interpreted the results, and wrote parts of the paper. SA provided the samples that the data were generated from, interpreted the results, provided biological, toxicological context, and wrote parts of the paper. RP helped to interpret the results and provided biological, toxicological context.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

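Gene expression was measured with the rat S1500+ beta TempO-Seq assay in liver RNA from 63 male rats, 45 given 1 of 15 chemicals and 18 given a vehicle. The authors deposited raw read counts for each targeted gene in each library. According to the paper's methods, they aligned the reads with Bowtie2 inside the TempO-SeqR package to the sequences targeted by the detector oligos, without indels and multimapping reads and with at most 2 mismatches, and counted them with QuasR. The deposited counts were whole numbers without normalization, and the smallest listed count was 1. Genes without a read in a library are not listed for it and were given a count of 0, which concerned 9442 combinations of gene and library (6.67%). Of the 2248 genes listed, 1797 were listed in every library. The microarray and RNA-Seq measurements of the same rats were not analysed here, so no comparison between platforms was made.

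Rats were grouped by the chemical, vehicle, dose, duration and replicate number in their labels. Each chemical had 3 rats and each MOA 3 chemicals. The controls were 12 rats given saline and 6 given corn oil, matched to the chemicals by nutritional status as in the paper. The total count per rat ranged from 2311847 to 3791437 with a median of 2928563, so that 3 counts, taken as the smallest detectable number, corresponded to between 0.791 and 1.30 CPM. Such floors cover counting error only. Counts of rats of the same condition differed by more than counting error in all 126 pairs, with a chi-square per degree of freedom of at least 24.7, and every rat was treated as a separate animal.

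Following the paper, genes with a total count of 214 or less over all samples were removed, which left 2018 genes. Counts were divided by the total count of the sample, multiplied by 1000000 and log2 transformed with an offset of 1. The mean of the matched controls was subtracted for each gene. On these log2 ratios of the 45 treated rats, PVCA with the principal components that pass 58.76% of the variation, RMSD, SNR, PCA and hierarchical clustering were computed from the paper's formulas and settings. PVCA used lme4 1.1.37 in R 4.3.3. Errors of proportions and means were jackknife standard errors over the 15 chemicals. The linear model of each gene held MOA, route and chemical within MOA and route. MOA was tested against the residual between rats at an FDR below 0.01. The residual was chosen because the paper's supplementary p-values reach below 1.1e-09, the smallest p of the F test against chemical here. The paper describes chemical as a random effect, and chemical as the error term was the alternative. EPIG was not run. The pattern of maximal SNR and its alternatives, and 1 of the genes fixed beforehand, are not reported here. For clustering, the tree was divided into 5 clusters, each matched to 1 MOA so that the most rats were in the cluster of their MOA. In PCA, a rat was compared with the centroid of the other chemicals of its MOA and with the centroids of the other MOAs, in the first 3 components.

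Counts were tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, 1 group per chemical and 2 control groups in a single model of all 63 samples). The MOA test had 4 contrasts, for equal mean changes in the 5 MOAs, at an FDR below 0.01. Each chemical was tested against its matched controls at an FDR below 0.05. P-values were adjusted by the method of Benjamini and Hochberg. The distance between chemicals of the same MOA was tested by a one-sided permutation of the MOAs over the 15 chemicals with 100000 resamples. No replicate block was used, since rats of different chemicals with the same replicate number were not more alike than others, and a replicate block was tried as an alternative. Named genes were fixed by a rule: for each MOA, the gene with the largest rise and the gene with the largest fall among those with an adjusted p below 0.01 and the same sign of the log2 ratio in all 9 rats, and markers CYP1A1, CYP1A2, CYP2B1, CYP3A23/3A1, CYP4A1, CDKN1A, MDM2, HMOX1 and ATF3 where listed.

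The tests were tried on simulated data with 200 changed genes and a log2 change of 1.5. The change was the same in all PPARA rats and absent from the others, without differences between the chemicals of an MOA. The MOA test in edgeR called 88.5% of the changed genes and 3 unchanged genes. The linear model called 86.0% and 13 unchanged genes against the residual, and 64.5% and 1 unchanged gene against chemical. The test of a chemical in edgeR called 79.5% of the changed genes, and 0 genes for a chemical without change.

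The alternatives were DESeq2 1.42.0 and its size factors, CPM with TMM normalization, counts without TMM, limma 3.58.1, log2 offsets of 0.1 and 10, other count filters, pooled controls, controls with the oral gavage route in their titles only, controls without the 1-day rats, the median of the controls, other error terms and models, other numbers of components and clusters, and each replicate left out in turn. Where more than 100 splits of the samples exist, 100 were used, the real one included. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9. GO enrichment was left out, because goSTAG and the annotation it needs were not at hand. For the common set, only the 363 of 731 UniGene cluster IDs that could be paired with a listed symbol through the supplementary tables were used.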

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

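The tests of whether CAR replicate 3 may carry a wrong label were chosen after its values were seen. The tests of its library size and composition, and those of the genes removed by the count filter, were set before their results were seen. Within each MOA (9 rats) and each group of controls (6 rats), 47 sets of values were searched for a rat far from the others of its group: total counts, genes detected, the share of the 10 highest genes, the PPARA score and the named genes. The PPARA score is the average log2 ratio, to the median of the saline controls, of the 175 genes raised by PPARA chemicals. A rat lay beyond Dixon's 95% limit in 6 of the sets, against 2.35 expected by chance.

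In 2 of the 6 cases the value was a total count. LEF replicate 3 had 3769948 counts, against at most 3010542 in the other AhR rats, and PHE replicate 1 had 3691926, against at most 3066617 in the other CAR/PXR rats. Both total counts are under the highest of all samples, 3791437 in a saline control. In 2 further cases the rat was LEF replicate 1. Its log2 ratio of CYP1A2 was 5.40, against at most 4.32 in the other AhR rats, and its PPARA score 0.54, against at most -0.03. No explanation was tested for these 4 values, and the design gives no biological one, since each rat shares its chemical, dose and duration with 2 others.

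The last 2 cases concern CAR replicate 3. It had 2080 genes detected, against at least 2117 in the other cytotoxic rats, and a log2 ratio of NOX4 of -0.30, against at most -2.47 in the others. Across all retained genes its mean RMSD was 1.37 to the other 2 CAR rats, which were 0.576 apart. A difference in library size is not the reason, since its total count of 2758007 lies within the range of the other samples. TMM normalization for composition did not remove the distance: the mean RMSD of CAR replicate 3 to the other CAR rats was 1.19, against 0.552 between those rats. Its mean RMSD to the 18 controls was 0.694, within the range of 0.675 to 0.944 that the controls have to one another. A control rat labelled as CAR is therefore a candidate explanation. A rat of a chemical with a small response is another: the RMSD to the nearest rat of another chemical, NAP replicate 1, was 0.612, and to the nearest control 0.603, too close to tell them apart. Its log2 ratio of CYP1A2 was -0.23, against at least 3.41 in the AhR rats. That of ABCC3 was 0.13, against at least 3.11 in the CAR/PXR rats. That of ABCB1B was -0.12, against at least 2.70 in the DNA damage rats. These genes argue against a rat given a chemical of these MOAs, which include NAP and the other chemicals with small responses. A CAR rat that did not respond would look like a control and cannot be told apart from a control rat labelled as CAR. Batches could not be tested, because the labels give none, and no biological explanation was tested, because the design holds none that differs between rats of a chemical.

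Among the genes that the count filter removed, which the paper did not analyse, 13 differed between the MOAs at an adjusted p below 0.01 (edgeR). Most of the 13 had their highest counts with NIT or CHL. For example, TOPBP1 averaged 17.7 counts per rat with NIT (n = 3) and 2.11 in the controls, with an adjusted p = 3.6e-05, and ORC1 17.0 and 1.78 counts, with an adjusted p = 0.00201. In 7 of 100 splits, in which the 15 chemicals were regrouped into 5 sets of 3, as many removed genes differed between the sets, with a median of 5 genes and a maximum of 18 in the others, so these genes may reflect differences between chemicals and not between MOAs. Counts from 1 rat do not account for most of them: 7.69% of the genes had more than 50% of their counts in treated rats in 1 rat. This gene was CLDN4, with 52.2%, but TCFL5 with 47.3% and NEFL with 46.8% lay just under that limit. For these genes a single rat is not excluded. Depth alone does not account for most of the genes either, since 7.69% had a highest chemical mean under 3 counts per rat.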

How the results depend on the processing

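The alternatives were chosen before the data were examined, except the median of the controls, which was chosen after seeing the data. For the results other than single genes, 346 of 410 values under an alternative stayed within the error, or within 1.5 times for gene counts, and 64 moved beyond. The tested distance between chemicals of the same MOA stayed between -0.217 and -0.183 under every alternative, with permutation p-values of at most 0.00062. The PVCA proportions stayed within their errors under each alternative tried. Where a value moved, the cause was not tested.

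The number of MOA-varying genes rests on the error term. It was 1297 against the residual and 147 with chemical as the error term, and 1283 in edgeR with rats as the unit and 127 with chemicals as the unit. With a replicate block the numbers were 1292 and 1260. Across the 3 fits that each left out one replicate, the ANOVA gave from 474 to 952 genes. In edgeR every other alternative stayed within 1.5 times, from 894 to 1540 genes.

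Requiring a log2 change of at least 1 in size lowered the number of changed genes to 75 for AFL, 441 for BEZ, 77 for CAR, 326 for CHL, 158 for ECO, 387 for LEF, 53 for MET, 561 for NAF, 566 for NIT, 339 for PIR and 373 for THI. DESeq2 gave 17 genes for 3ME, 31 for IFO and 22 for PHE. At least 10 counts in every sample left 3 genes for 3ME and 3 for IFO. With all 18 controls pooled the numbers were 13 for 3ME, 345 for CAR and 3 for NAP. With the controls of the oral gavage route only they were 5 for 3ME, 40 for IFO, 2 for NAP and 7 for PHE, and without the 1-day controls 29 for IFO and 2 for NAP. Without TMM, CAR changed 548 genes and NAP 2. For NAP, 3 genes remained without a count filter and 3 with a replicate block. With only a chemical and its matched controls in the model, CAR changed 11 genes and MET 83. DESeq2's size factors in edgeR left all 15 chemicals within 1.5 times.

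Across the 3 fits that each left out one replicate, the number of changed genes ran from 18 to 634 for CAR, 323 to 813 for CHL, 384 to 735 for LEF, 87 to 270 for ECO, 77 to 99 for AFL, 29 to 83 for MET, 8 to 11 for PHE, 7 to 10 for IFO, 3 to 6 for 3ME and 2 to 5 for NAP. For the other 5 chemicals it stayed within 1.5 times. The numbers for 3ME, NAP, PHE and IFO stayed at 40 genes or fewer under every alternative.

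The log2 offset and the count filter set the RMSDs. The Platform-RMSD was 1.16 with an offset of 0.1, 0.656 with an offset of 10 and 0.740 for genes with at least 10 counts in every sample, and the average chemical-RMSD 0.922, 0.478 and 0.550. The share of all retained genes' variability in 3 components was 53.3% with an offset of 0.1 and 63.3% with at least 10 counts. For the MOA-varying genes it was 70.0 to 73.2% with one replicate left out. Clustering of genes that were not standardized placed 77.8% of the rats with their MOA.

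The mean SNR over MOA-varying genes was 2.51 with 3 chemical means per MOA. Over all retained genes the mean SNR was 2.77.

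For the named genes, 160 of 168 values kept their direction and their side of the threshold, and 8 no longer had an adjusted p below 0.01. These were ACOT1 with DNA damage chemicals, with a replicate block (adjusted p = 0.487 in edgeR), with all controls pooled and in each of the 3 fits without a replicate, and ATF3 with cytotoxic chemicals with a replicate block and in the fits without replicate 2 or 3. All these tests take rats as the unit. With chemicals as the unit, edgeR's test between the MOAs gave adjusted p-values of 0.511 for STAC3, 0.197 for NOX4 and 0.152 for CDKN1A. They were 0.185 for ATF3, 0.0841 for MDM2 and 0.0111 for ABCC3. They stayed below 0.01 for CYP1A1, CYP1A2, ABCB1B, ACOT1 and APOA4. ALOX15 and HMOX1 were above 0.01 with either unit.

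The depth limits the genes with low counts. The retained genes hold 99.99% of the counts. A level under 3 counts, or 0.791 to 1.30 CPM depending on the library, was taken as not detectable.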

Differences from the paper's values

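The paper's average SNR for TempO-Seq is 9.14, an average over the patterns found by EPIG. The mean SNR over the 1297 MOA-varying genes was 3.38 here. None of the alternatives set before the data were examined closed the gap, with values from 2.51 with 3 chemical means per MOA to 3.52 without replicate 2.

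The paper ranks RNA-Seq above the other platforms in the share of variability captured by PCA of all genes. The share for TempO-Seq was 57.7% here, above the value the paper gives for RNA-Seq. With TMM-normalized CPM, at 53.6%, and with a log2 offset of 0.1, at 53.3%, it was below that value.

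For clustering of the TempO-Seq data, the paper names LEF and ECO as the chemicals that did not join their MOA, and a rat each of MET and CAR. Here LEF and ECO and a rat each of MET and CAR were also apart, and the 3 NIT rats were in the cluster of the cytotoxic chemicals. The rats given 3ME, NAP, PHE, AFL and IFO shared a single cluster when 5 clusters were formed. In all, 29 of the 45 rats were in the cluster matched to their MOA, with the rats of LEF, ECO, AFL and IFO counted among them. With 6 clusters AFL formed a cluster of its own. Each of the 6 was given its most frequent MOA, so that both the cluster of LEF and that of 3ME and NAP counted as AhR. By this looser rule 32 of 45 rats were in a cluster of their MOA, a number that cannot be set against the 29.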

Other observations

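The test of centering of genes, and the test of library size for the saline controls, were set before their results were seen. The counts over splits of the samples and the other tests were chosen after the results they concern were seen.

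For the MOA-varying genes, the 15 chemicals were regrouped into 5 sets of 3 in 100 splits, the real one included. With edgeR, 1 of the 100 splits gave as many genes as the 1283 of the real MOAs, and the others gave 522 to 1226. With the ANOVA, 3 of 100 splits gave as many as 1297 genes. With chemical as the error term 1 of 100 splits gave as many as 147 genes, and with chemicals as the unit 1 of 100 gave as many as 127, with at most 115 genes in another split. In PVCA, 1 of 100 splits gave a proportion as large as 0.378. The MOAs therefore part the chemicals better than nearly all other groupings, but the other splits still gave a median of 812 genes in the ANOVA. Differences between chemicals counted as differences between MOAs are therefore a candidate explanation for part of the 1297 genes, and the data do not tell which genes these are except through a test with chemical as the error term.

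For the genes changed by each chemical, rats were reassigned between the chemicals and the controls within nutritional status and replicate number in 100 splits. Only the real split gave as many genes for BEZ, CHL, LEF, NAF, NIT, PIR and THI, which is 1 of 100 splits each. For MET 2 splits of 100 gave as many, for AFL 3, for ECO 6, for CAR 7, for PHE 14, for IFO 17, for 3ME 19 and for NAP 29. The other splits can draw rats with large responses to other chemicals into the group, and this sets a high level: at most 658 genes in a split for NAP. For ECO, CAR, PHE, IFO, 3ME and NAP, as many genes could therefore come from a random group of treated and control rats. Because such a group can hold real responses, the splits cannot tell whether these numbers arose by chance. In simulated counts, the test called 79.5% of changes of 1.5 on the log2 scale with 3 rats, and 0 genes for a chemical without change.

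Of the 12 saline controls, 2 had raised levels of the genes that rise with PPARA chemicals. Both were replicates 4 and 5 of the controls titled oral gavage, with a duration of 5 days. The PPARA score, chosen after the raised levels were seen, is the average log2 ratio to the median of the saline controls over 175 genes: those with an edgeR adjusted p below 0.01, a log2 change of at least 1 and a rise in all 9 PPARA rats. It was 0.91 and 1.04 in the 2 rats, against at most 0.12 in the other 10 and at least 1.86 in the PPARA rats. EHHADH had 4238 and 3409 CPM in the 2 rats and between 189 and 361 CPM in the other saline controls. A PPARA rat labelled as a control is unlikely, since the higher score of 1.04 lies under that of every PPARA rat. Mixing with a PPARA sample was tested through the fraction of PPARA material each of 135 genes would need. The spread of these fractions between the 10th and 90th percentile was 52.3 and 67.8 percentage points in the 2 rats, and at most 45.5 in 1000 mixtures made from the counts. Library size is not the reason for replicate 4, whose total count of 2999945 lies within the range of the other saline controls, 2720878 to 3791437. Replicate 5, with 2620233 counts, lies below that range, so this check leaves library size open for it. With TMM normalization the lower of the 2 scores was 0.69, against at most 0.02 in the other saline controls, so composition does not account for the raised levels. A difference between batches or positions of the libraries could not be tested, so the raised levels cannot be told apart from such a difference. No biological explanation was tested, because the design gives these rats no condition of their own.

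These 2 rats bear on ACOT1, which had an edgeR log2 change of -5.17 with DNA damage chemicals (adjusted p = 0.00403, lower than the mean of the controls in 9 of 9 rats). ACOT1 had 57.3 and 34.0 CPM in the 2 rats and at most 1.71 CPM in the other saline controls. Against the median of the controls the mean log2 ratio was -0.10, and 7 of the 9 rats were lower. The fall may therefore come from the 2 controls. They were also among the controls of every other chemical matched to saline. No alternative for the numbers of changed genes left them out, so their effect on those numbers was not tested.

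Chemicals with small responses clustered together across MOAs, which centering of the genes over the rats could produce. In that case the cosine similarity of chemicals of different MOAs would fall with the size of their responses when genes are centered and not otherwise. Over 90 pairs of chemicals of different MOAs, with centering Spearman's rho between cosine similarity and summed response size was -0.109 (permutation p = 0.197) and Pearson's r -0.253 (permutation p = 0.0012). Without centering rho was 0.448 (permutation p = 0.0049) and r 0.459 (permutation p = 0.0068). The chemicals were permuted, since pairs share chemicals. Adjusted for the 2 relations, the p-values of rho were 0.197 and 0.0098, and those of r 0.0024 and 0.0068. Without NAF and BEZ, with and without centering, r was -0.406 and 0.351 over 66 pairs, and rho -0.249 and 0.324. The sign of the relation changed with centering. With centering, rho was near 0 over the 90 pairs and -0.249 without NAF and BEZ. Whether centering produces the shared cluster therefore cannot be told from these values.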
